# NAD+ Modulates the Proliferation and Differentiation of Adult Neural Stem/Progenitor Cells via Akt Signaling Pathway

**DOI:** 10.3390/cells11081283

**Published:** 2022-04-09

**Authors:** Xiaoli Huang, Hongfeng Guo, Xuejun Cheng, Jinyu Zhang, Wenzheng Qu, Qianyun Ding, Qihang Sun, Qiang Shu, Xuekun Li

**Keywords:** adult neural stem/progenitor cells, proliferation, differentiation, NAD+, Akt pathway

## Abstract

Nicotinamide adenine dinucleotide hydrate (NAD+) acts as the essential component of the tricarboxylic citric acid (TCA) cycle and has important functions in diverse biological processes. However, the roles of NAD+ in regulating adult neural stem/progenitor cells (aNSPCs) remain largely unknown. Here, we show that NAD+ exposure leads to the reduced proliferation and neuronal differentiation of aNSPCs and induces the apoptosis of aNSPCs. In addition, NAD+ exposure inhibits the morphological development of neurons. Mechanistically, RNA sequencing revealed that the transcriptome of aNSPCs is altered by NAD+ exposure. NAD+ exposure significantly decreases the expression of multiple genes related to ATP metabolism and the PI3k-Akt signaling pathway. Collectively, our findings provide some insights into the roles and mechanisms in which NAD+ regulates aNSPCs and neuronal development.

## 1. Introduction

Adult neural stem/progenitor cells (aNSPCs) can self-renew and display a multipotent capability to generate astrocytes and neurons upon differentiation. aNSPCs generated in newborn neurons can become mature neuronal cells and are involved in physiological functions, including hippocampus-dependent learning and memory [1]. Diverse mechanisms including an enriched environment, niche, genetics and epigenetics are involved in regulating the proliferation and differentiation of aNSPCs [2,3,4,5,6,7,8,9,10,11,12,13,14]. The dysregulation of adult neurogenesis also involves neurological disorders such as stroke, Rett syndrome, Alzheimer’s disease and depression [15,16,17].

As a key redox cofactor for metabolism and ATP production, nicotinamide adenine dinucleotide hydrate (NAD+) plays essential roles in the tricarboxylic citric acid (TCA) cycle and is involved in bioenergetics, mitochondrial homeostasis, inflammation, cell survival and senescence [18]. The treatment with the NAD+ precursor nicotinamide riboside (NR) prevents the senescence of stem cells and improves life span [19,20]. During normal brain aging, the level of NAD+ showed a remarkable decrease, which also was observed in neurodegenerative diseases [18,21,22,23]. Consistently, the supplementation of NR increased the level of NAD+, promoted the proliferation of neural progenitor cells and neurogenesis and improved the cognitive function of neurodegenerative animal models [24]. In addition, NAD+ exposure inhibited cancer cell growth and regulated gene expression via modulating DNA methylation [25]. 

In the present study, we studied the roles of nicotinamide adenine dinucleotide hydrate (NAD+) in regulating aNSPCs. We observed that NAD+ exposure inhibited the proliferation and neuronal differentiation but also promoted the glial differentiation of aNSPCs. NAD+ exposure also induced the apoptosis of aNSPCs and inhibited the morphological development of neurons. Mechanistically, NAD+ exposure reduced the expression of multiple genes relating to the Akt signaling pathway. Our findings suggest that NAD+ could have multi-faceted functions in the neuronal system.

## 2. Materials and Methods

### 2.1. The Isolation and Culturing of Adult Neural Stem/Progenitor Cells and Hippocampal Neurons

The isolation of adult neural stem/progenitor cells (aNSPCs) was performed as described previously [3,7]. Briefly, the forebrains of adult mice (C57BL6, age of postnatal 8–10 weeks) were cut into small pieces followed by enzymatic digestion, filtering and centrifugation. aNSPCs were cultured with DMEM/F-12 medium containing 2% B27 (Cat# 12587-010, Thermo Fisher Scientific, Grand Island, NY, USA), 20 ng/mL EGF (Cat# 100-15, Peprotech, Rocky Hill, NJ, USA), 20 ng/mL FGF-2 (Cat# 100-18B, Peprotech), 2 mM glutamine (Cat# 5030-149, Thermo Fisher Scientific) and 1% antibiotic–antimycotic (Cat# 15140-122, Thermo Fisher Scientific) at 37 °C in a humidified incubator containing 5% CO_2_. The medium was half replaced every other day. 

The isolation and culture of primary neurons were performed as previously described [4]. In brief, the hippocampi of embryonic day 16–18 (E16–18) mouse pups were dissected, cut in to small pieces followed by digestion with 0.25% Trypsin for 12 min, which were further treated with DNase 1 for 30 s–1 min. Cells were seeded on cell climbing slices or Poly-D-Lysine (5 μg/mL, Cat# P0899-10, Sigma, Saint Louis, MO, USA) coated plates. Approximately 1 × 10^5^ cells per well were seeded for a slice, and approximately 1.5 million cells were seeded per well for a 6-well-plate. After growing in the plating medium for 4 h, which comprised MEM (Cat# 11095-080, Gibco, Carlsbad, CA, USA), 10% FBS (10091-148, Gibco), 1%L-Glu (5030-149, Gibco), 1% sodium pyruvate (Cat# 11360-070, Gibco), 0.45% D-Glucose (Cat# 0188, Amresco, Radnor, PA, USA), the medium was replaced with a medium that consisted of neurobasal (Cat# 21103-049, Gibco), 0.25% L-Glu (Cat# 25030-149, Gibco), 0.125% GlutaMax (Cat# 35050061, Thermo Fisher Scientific) and 2% B27 (Cat# 17504-044, Gibco). Half of the medium was replaced every three days.

### 2.2. NAD+ Exposure and the Proliferation and Differentiation Assays of aNSPCs

β-nicotinamide adenine dinucleotide hydrate (NAD+) was dissolved with grade water and was applied to cells at the final concentration of 1 mM or 2 mM. To analyze the proliferating ability of aNSPCs, NAD+ was supplemented with aNSPCs for 40 h. We added 5 µM BrdU and aNSPCs were further cultured for 8 h. To analyze the differentiation capability of aNSPCs, NAD+ together with 1 µM retinoic acid (Cat# R-2625, Sigma) and 5 µM forskolin (Cat# F-6886, Sigma) was supplemented, and aNSPCs were further cultured for 48 h. At the scheduled time points, the cells were fixed with 4% paraformaldehyde for 30 min and immunostaining assays were performed. 

### 2.3. Neurospheres Formation Assay

The cultured aNSPCs were pipetted and filtered out with a 70 μm cell strainer (Cat# 352350, FALCON, Durham, NC, USA) to obtain the single-cell suspension at approximately one cell in a 100 μL medium. For the NAD+ exposure group, NAD+ was added at the final concentration of 1 mM. Then, 100 μL suspension was sequentially added per 96-well plate. Each well plate was observed the next day, and only the wells with single cells were marked. The images were captured on days 7 and 14 using a Nikon inverted microscope. For cells to be analyzed on day 14, 100 μL fresh medium was added to each well of the 96-well plate at day 7. The cross-sectional area of the neurospheres was analyzed using ImageJ software.

### 2.4. Transfection of Neuronal Cells and Sholl Analysis

Half of the volume of medium was replaced with fresh medium 6 h before the transfection. Five hours later, the maintaining medium was replaced with neurobasal medium, and the maintaining medium was stored at 4 °C. Additionally, 3 μg plasmid vector was mixed with 4 μL lipo2000 (Thermo Fisher Scientific) in 200 μL neurobasal medium. Thirty minutes later, the mixture was added to the cultured cells, and the medium was completely replaced with fresh maintaining medium 4 h later. 

For Sholl analysis, images of individual neurons were converted to 8-bit images, and NeuronJ was used to manually track dendritic arborization and automatically analyze the length and branch number of individual cells. Traced images were then imported into Fiji and were converted into 8-bit binary images. The soma center and neurite termination points were marked using the straight tool. Sholl analysis was carried out using the Fiji plugins Sholl Analysis (available online: http://fiji.sc/Sholl_Analysis, version 4.0.1) [26] at 20 μm intervals to a maximum radius of 1000 μm. The intersections at each concentric circle were counted and were plotted using the number of intersections over the distance from soma center.

### 2.5. ATP, NADP+ and NADPH Level Measurement

The level of ATP was analyzed following the manufacturer’s protocol (Cat#S0027, Beyotime Biotechnology, Shanghai, China). In brief, cultured cells were harvested after treated with 1 mM NAD+ for 48 h and were completely resuspended with ATP lysis buffer. After centrifuged at 14,000 rpm, 4 °C for 5 min, the supernatant and the standard samples were added to an opaque 96-well plate and were mixed with the substrate solution at room temperature. The luminescence was recorded using a SpectraMax M5 illuminometer (Molecular Devices, San Jose, CA, USA). The concentration was calculated according to the standard curve and then divided by the protein concentration.

The measurement of NADP+ and NADPH levels was performed following the manufacturer’s protocols (Cat# S0179, Beyotime Biotechnology). In brief, cultured cells were harvested after being treated with 1 mM NAD for 48 and lysed with extraction buffer completely. After being centrifuged at 14,000 rpm, 4 °C for 5 min, the supernatant and the standard samples were added to an opaque 96-well plate and mixed with the G6PDH working solution for 10 min at room temperature. Moreover, 10 μL chromogen reagent was added for formazan formation. The absorbance at 450 nm was recorded using a SpectraMax M5 illuminometer (Molecular Devices). The concentration was calculated according to the standard curve and then divided by the protein concentration.

### 2.6. Western Blot Assay

Cell samples were washed with PBS and homogenized in RIPA lysis buffer (Cat# ab156034, Abcam, Cambridge, MA, USA) containing 1X protease inhibitor cocktail (Cat# 04693124001, Sigma). Moreover, 20 μg of each sample was subjected to SDS-PAGE, transferred to nitrocellulose membranes followed by the blocking with PBS containing 5% skimmed milk for 1 h, and incubated with primary antibodies overnight at 4 °C. The following primary antibodies were used: anti-mouse Tuj1 (Cat# G712A, Promega, Wisconsin, WI, USA), anti-mouse GFAP (Cat# 3670, Cell Signaling technology, Danvers, MA, USA), anti-mouse Akt (Cat# 4691, Cell Signaling Technology), anti-mouse phospho-Akt (Ser473) (Cat# 4060, Cell Signaling Technology), anti-mouse Nestin (Cat# 556309, BD Biosciences, Lake Franklin, NJ, USA), anti-rabbit Sox2 (Cat# ab97959, Abcam) and anti-mouse GAPDH (Cat# AM4300, Thermo Fisher Scientific). The second day, HRP-conjugated secondary anti-mouse and anti-rabbit antibodies were incubated for 1 h at room temperature. The images were visualized and captured using a Molecular Imager Imaging System (Tanon, Shanghai, China). The relative level of signal intensity was normalized to GAPDH and was analyzed with the ImageJ software.

### 2.7. Immunostaining and Cell Quantification

The immunofluorescence staining and cell quantification were carried out as described previously [2,27]. Briefly, the cell samples were washed with PBS for 30 min followed by blocking with PBS (3% normal goat serum, 0.1% triton X-100 in PBS) for 1 h at room temperature. Primary antibodies were applied overnight at 4 °C. The following primary antibodies were used: anti-rat BrdU (Cat# ab6326, Abcam), anti-mouse GFAP (Cat# Z0334, DAKO, Santa Clara, CA, USA), anti-mouse Tuj1 (Cat# G712A, Promega), anti-rabbit Caspase 3 (Cat# AB3623, Millipore, Boston, MA, USA) and anti-mouse MAP2 (Cat# M9942, Sigma). The second day, fluorophore-conjugated secondary antibodies were applied for 1 h at room temperature. Images were captured and the numbers of BrdU^+^, Tuj1^+^, GFAP^+^ and Caspase3^+^ cells were quantified using ImageJ software (NIH). 

### 2.8. Total RNA Isolation, Reverse Transcription and Quantitative Real-Time PCR

Total RNA was extracted with TRIzol reagent (Cat# 15596018, Thermo Fisher Scientific) following the manufacturer’s protocol. For reverse transcription, 500 ng total RNA was used. PCR reactions were carried out in triplicate using power SYBR Green PCR master Mix (Cat# Q71502,Vazyme, Nanjing, China) and the ^∆∆^Ct method was used to analyze the results. The details of the used primers can be found in Supplemental Table S2.

### 2.9. RNA-Seq and Data Analysis

RNA-seq and data analysis were performed as described previously [3]. In brief, all samples were assessed with NanoDrop 2000 (Thermo Fisher Scientific), and the RNA integrity value (RIN) was determined with the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies Inc.,Palo Alto, CA, USA). A total amount of 3 µg of RNA per sample was used as input. Sequencing libraries were generated, and index codes were added to attribute sequences to each sample using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA). The generated raw reads of fastq format were processed, and clean reads were mapped to mm10 using Hisat2 v2.0.5. Only uniquely mapped reads were used for further analysis, and FeatureCounts v2.0.1 was used to count the read numbers mapped to each gene. 

### 2.10. Statistical Analysis

Data are presented as the mean ± SEM. Statistical analysis between group differences was performed with the two-tailed unpaired Student’s t test using Graph Prism software (version 9.0; GraphPad, San Diego, CA, USA). *p* < 0.05 was considered statistically significant. Replicate information is indicated in the figure legends.

## 3. Results

### 3.1. NAD+ Regulates the Proliferation and Differentiation of Adult Neural Stem/Progenitor Cells

To examine the roles of NAD+ in regulating the proliferation of neural stem/progenitor cells (aNSPCs), we first isolated aNSPCs from the forebrain of adult mice and cultured in vitro. Immunofluorescence staining results show that aNSPCs were positive for neural stem/progenitor cells markers Nestin and Sox2 (Supplemental Figure S1A) and that upon differentiation, aNSPCs generated neurons and astrocytes (Supplemental Figure S1B). aNSPCs were supplemented with NAD+ through a series of doses, and the BrdU incorporation assay was performed. We observed that 1 mM and 2 mM NAD+ exhibited the most significant effects based on BrdU immunostaining (Supplemental Figure S1C). Therefore, we adopted the doses of 1 mM and 2 mM in the following assays. Immunofluorescence staining and quantification results show that NAD+ exposure significantly reduced the percentages of BrdU^+^ cells (Figure 1A,B) and Ki67^+^ cells compared to the control group (Figure 1C,D). Furthermore, we performed the neurosphere assay and observed that 1 mM NAD+ exposure significantly reduced the size of neurospheres at day 7 and day 14 (Figure 1E–G). In addition, NAD+ exposure also led to a significant decrease in neural stem/progenitor cell markers Nestin and Sox2 at mRNA and protein levels, respectively (Figure 1H–L, Supplemental Figure S2A). These results suggest the capabilities of self-renewal and the multipotency of cultured aNSPCs. 

We then analyzed the effects of NAD+ on the differentiation of aNSPCs. Immunofluorescence staining and quantification results show that NAD+ treatment significantly reduced the percentage of newborn neurons (Tuj1^+^), but increased the percentage of astrocytes (GFAP^+^) upon the differentiation of aNSPCs (Figure 2A–C). Western blot assay results also show that NAD+ exposure remarkably decreased the level of Tuj1 but increased the level of GFAP compared to the control group (Figure 2D–F). RT-PCR assay results also show that NAD+ exposure significantly increased the mRNA levels of astrocyte markers S100β and Glt1 (Supplemental Figure S2B,C). Collectively, these results suggest that NAD+ regulates the proliferation and differentiation of aNSPCs. 

### 3.2. NAD Regulates the Morphological Development of the aNSPCs-Derived Neuron and Hippocampal Neuron

We first analyzed the effects of NAD+ on neuronal development. Representative immunostaining images showed that NAD+ exposure affected the morphological development of newborn neurons generated upon the differentiation of aNSPCs (Figure 3A). Sholl analysis showed that NAD+ exposure significantly decreased the dendritic length and numbers of intersections of newborn neurons (Figure 3B–D).

We then isolated neurons from the hippocampal tissues of embryonic mice and immunostaining with the neuronal marker MAP2 antibody indicated the homogeneity of neuronal cells (Figure 3E). To trace the dendrites of neurons, we performed a transfection of GFP expressing plasmid (at DIV 4 and DIV 14). Twenty-four hours later (DIV 5 and DIV 15), hippocampal neurons were exposed to 1 mM and 2 mM NAD+ for 48 h, and cells were harvested at DIV 7 and DIV 17, respectively. We observed that NAD+ exposure led to a significant decrease in the intersection number and the dendritic length of hippocampal neurons at DIV 7 (Figure 3E–H) and DIV 17 (Figure 3I–L). Collectively, these results indicate that NAD+ exposure inhibits the morphological development of neurons.

### 3.3. NAD+ Exposure Induces Apoptosis of aNSPCs

We then examined whether NAD+ exposure affected the survival of aNSPCs. Immunofluorescence staining and quantification results show that NAD+ exposure significantly increased the percentage of activated Caspase3^+^ cells compared to the control group (Figure 4A,B). The Western blot assay results also show that NAD+ exposure remarkably increased the level of activated Caspase3 compared to the control group (Figure 4C,D). Together, these results suggest that NAD+ regulates the survival of newborn neurons. 

### 3.4. NAD+ Exposure Alters the Transcriptome of aNSPCs under Proliferating and Differentiation Conditions

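aNSPCs were isolated from the forebrain of adult mice aged 8 to 10 weeks and cultured as dividing neurospheres, which form neurons and astrocytes upon differentiation. For RNA-seq, RNA was collected from cells under proliferating conditions and from cells under differentiation conditions (1 µM retinoic acid and 5 µM forskolin), each without NAD+ (Ctrl) or with 1 mM NAD+. Each of the 4 groups had 3 samples, 12 in all. A field of the sample labels lists all 12 samples as untreated, whereas the titles of 6 of them name NAD+. The groups used here follow the titles, which match the columns of Supplemental Table S1, and the dose follows the legend of Figure 5. The authors mapped the reads to mm10, counted the uniquely mapped reads per gene and deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the sample) for 55401 genes, in a table for each condition. Every FPKM value is a whole multiple of 0.01, so the reads behind a value cannot be recovered and the depth of each sample is unknown. The FPKM values of a sample, which do not measure its depth, summed to between 311162 and 363330 in the proliferating Ctrl samples (median 314233) and to between 308828 and 314683 in the proliferating NAD+ samples (median 309581). Under differentiation conditions the sums lay between 324252 and 330244 in Ctrl (median 324884) and between 331362 and 349649 in the NAD+ group (median 336898). Samples of one group correlated with each other across genes at r from 0.953 to 0.975 on the log2 scale. Here, genes with a mean FPKM of at least 0.1 over the 6 samples of a condition were tested with limma on log2(FPKM + 0.1), a scale on which the change of low genes is understated. Following the rule in the legend of Figure 5, a gene was called a DEG when its unadjusted p-value was under 0.05 and its mean FPKM differed by more than 2-fold between the groups, with FPKM values of 0 set to 0.0001, the floor used in Supplemental Table S1. Single genes were also compared by an exact two-sided permutation test of the FPKM values, for which 0.10 is the smallest p that 3 samples against 3 allow. The filter, the number added before taking logs and the scaling between samples can each change the number of DEGs.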

To determine the mechanisms by which NAD+ regulates aNSPCs, we performed RNA-seq with proliferating and differentiated aNSPCs. The RNA-seq data analysis revealed 369 and 504 differentially expressed genes (DEGs) under proliferating and differentiation conditions, respectively (Figure 5A,B, Supplemental Table S1). 

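In the fit of the deposited FPKM values, 559 of 18597 tested genes were DEGs under proliferating conditions and 795 of 19611 under differentiation conditions. An unadjusted p-value under 0.05 was reached by 2864 genes (15.4%) and 4743 genes (24.2%), respectively, from limma. After Benjamini-Hochberg adjustment, 27 genes under proliferating conditions and 1357 genes under differentiation conditions had an adjusted p-value under 0.05. The 3 Ctrl and the 3 NAD+ values did not overlap for 4484 tested genes (24.1%) under proliferating conditions and for 6030 (30.7%) under differentiation conditions, where chance gives 10%. The largest change of the number of DEGs among the filters and scalings came from a minimum mean FPKM of 1, which left 122 and 224 DEGs. Samples with the same replicate number deviated from their group means with a mean correlation across genes of 0.111 under proliferating conditions, against -0.0526 for samples with different numbers, and of 0.047 against -0.0235 under differentiation conditions. Deviations from a group mean sum to 0, so the value for different numbers follows largely from that for the same number. Same-numbered pairs lay between 0.0418 and 0.188 under proliferating conditions, and pairs with different numbers reached 0.130. Under differentiation conditions, same-numbered pairs lay between 0.00838 and 0.0894, and the others reached 0.0466. These correlations are across genes, which are not independent replicates. With the replicate number as a block, 565 genes were DEGs under proliferating conditions, 468 of them among the 559, and 782 under differentiation conditions, 691 of them among the 795. With the block, 0 genes under proliferating conditions had an adjusted p-value under 0.05, although 3094 had an unadjusted p-value under 0.05, and 758 genes under differentiation conditions passed. Of the genes that the paper lists in Supplemental Table S1, 291 of 369 under proliferating conditions and 421 of 503 under differentiation conditions were DEGs in this fit, all with the listed direction. Their expression was low, as 230 and 292 of the listed genes had a mean FPKM under 1.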

Under proliferating conditions, among 369 DEGs, 180 genes were up-regulated and 189 genes were down-regulated. 

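Of the DEGs in this fit, 297 were higher and 262 lower in the NAD+ group than in Ctrl under proliferating conditions. Of the 27 genes with an adjusted p-value under 0.05, 9 were higher and 18 lower. Among these 27, the largest rises with a mean FPKM of at least 1 were in Prelp (ENSMUSG00000041577, chromosome 1 from 133910304 to 133921414 of mm10), Cacng5, Ecm1 and Pdlim4. The FPKM value of Prelp was 0.553 ± 0.12 (SD, n = 3) in Ctrl and 2.73 ± 0.26 (SD, n = 3) in the NAD+ group, a log2 fold change of 2.13 (standard error 0.20, limma adjusted p = 0.0307). The log2 fold changes of Cacng5, Ecm1 and Pdlim4 were 1.55, 1.17 and 1.13, with limma adjusted p-values of 0.0353, 0.0326 and 0.0373. The largest falls were in mt-Atp6 (ENSMUSG00000064357, the mitochondrial chromosome from 7927 to 8607), Rcan3, Gm14113 and Gm12108. The FPKM value of mt-Atp6 was 4209 ± 1112 (SD, n = 3) in Ctrl and 769 ± 64.7 (SD, n = 3) in the NAD+ group, a log2 fold change of -2.42 (standard error 0.20, limma adjusted p = 0.0266), while the gene mt-Atp8, whose annotated end at 7969 lies inside mt-Atp6, had 5831 ± 615 (SD, n = 3) and 5364 ± 467 (SD, n = 3). mt-Atp6 also differed by up to 4.72-fold between replicates of one group under differentiation conditions. Rcan3 on chromosome 4 (135412308 to 135433853) fell from 7.61 ± 1.13 (SD, n = 3) to 1.89 ± 0.17 (SD, n = 3), a log2 fold change of -1.94 (limma adjusted p = 0.0266). Gm14113, a processed pseudogene whose reads can match its parent gene, and the long noncoding RNA Gm12108 had log2 fold changes of -1.65 and -1.61. Each of these 8 genes had no overlap between the groups (exact permutation test, p = 0.10), and with the replicate number as a block their limma adjusted p-values lay at 0.124 or 0.147. With median-ratio scaling, 254 DEGs were higher and 320 lower.

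**Figure D1:**
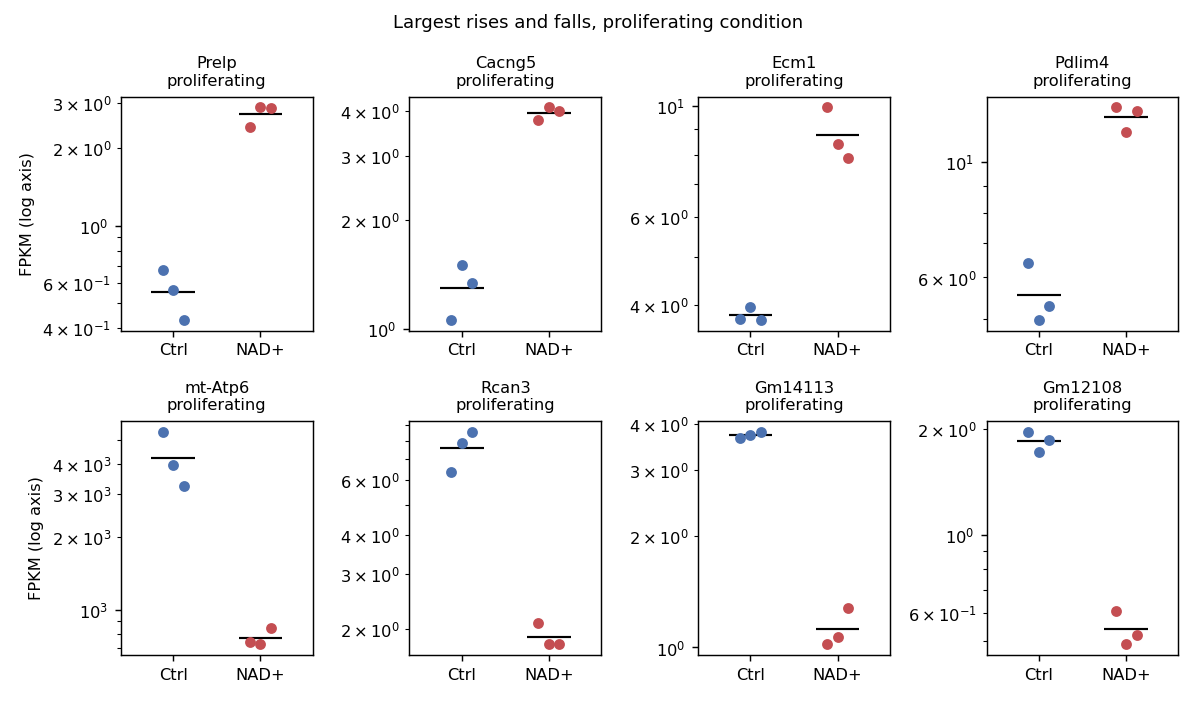
FPKM values (log axis) of the genes with the largest rises (Prelp, Cacng5, Ecm1, Pdlim4) and falls (mt-Atp6, Rcan3, Gm14113, Gm12108) under proliferating conditions. Only genes with a limma adjusted p-value under 0.05 and a mean FPKM of at least 1 were ranked. Points are the 3 samples of each group and lines are group means; the groups do not overlap for any of the 8 genes.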

Under differentiation conditions, among 504 DEGs, 186 genes were up-regulated and 318 genes were down-regulated (Supplemental Table S1). 

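Under differentiation conditions, 267 DEGs of this fit were higher and 528 lower in the NAD+ group than in Ctrl, so that 33.6% were higher. Among the 1357 genes with an adjusted p-value under 0.05, 445 were higher and 912 lower, a share of 32.8% higher. These shares depended on the scaling between samples. With median-ratio scaling, 323 of 729 DEGs (44.3%) and 614 of 1146 genes by adjusted p-value (53.6%) were higher, and with quantile normalization 381 of 731 DEGs (52.1%) and 580 of 1161 genes (50.0%) were higher. Among these 1357 genes, the largest rises with a mean FPKM of at least 1 were in Lcn2 (ENSMUSG00000026822, chromosome 2 from 32384633 to 32388252 of mm10), Gbp10, Steap4 and C3 (ENSMUSG00000024164, chromosome 17 from 57203970 to 57228136). The FPKM value of Lcn2 was 25.0 ± 3.03 (SD, n = 3) in Ctrl and 176 ± 2.75 (SD, n = 3) in the NAD+ group, a log2 fold change of 2.82 (standard error 0.09, limma adjusted p = 0.000238). C3 rose from 85.2 ± 5.12 (SD, n = 3) to 430 ± 5.34 (SD, n = 3), a log2 fold change of 2.34 (limma adjusted p = 6.47e-05). Gbp10, a gene of a family of similar guanylate-binding proteins, and Steap4 had log2 fold changes of 2.51 and 2.39. The largest falls were in Gm49369, Mir22, Gm40578 and 1700003M07Rik. Gm49369 had FPKM values of 28.6, 1.31 and 5.19 in the Ctrl samples and was listed at 0 in all 3 NAD+ samples. Its log2 fold change was -5.90, against 3.26 under proliferating conditions, where it was a DEG in the other direction. The limma adjusted p of its fall was 0.0236, and 0.0983 with 1 added before log2 and 0.101 without moderation. Mir22, a microRNA gene with 95 annotated bases on chromosome 11 (75463716 to 75463810), fell from 2.53 ± 0.788 (SD, n = 3) to 0.0867 ± 0.0416 (SD, n = 3), a log2 fold change of -3.79 (limma adjusted p = 0.00445), and it lies inside Mir22hg, which changed by -0.10. Gm40578, annotated as antisense, and the long noncoding RNA 1700003M07Rik had log2 fold changes of -2.14 and -1.96. The groups did not overlap for any of these 8 genes (exact permutation test, p = 0.10). With the replicate number as a block, 7 of the 8 genes kept a limma adjusted p-value under 0.05, the exception being 1700003M07Rik at 0.0508.

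**Figure D2:**
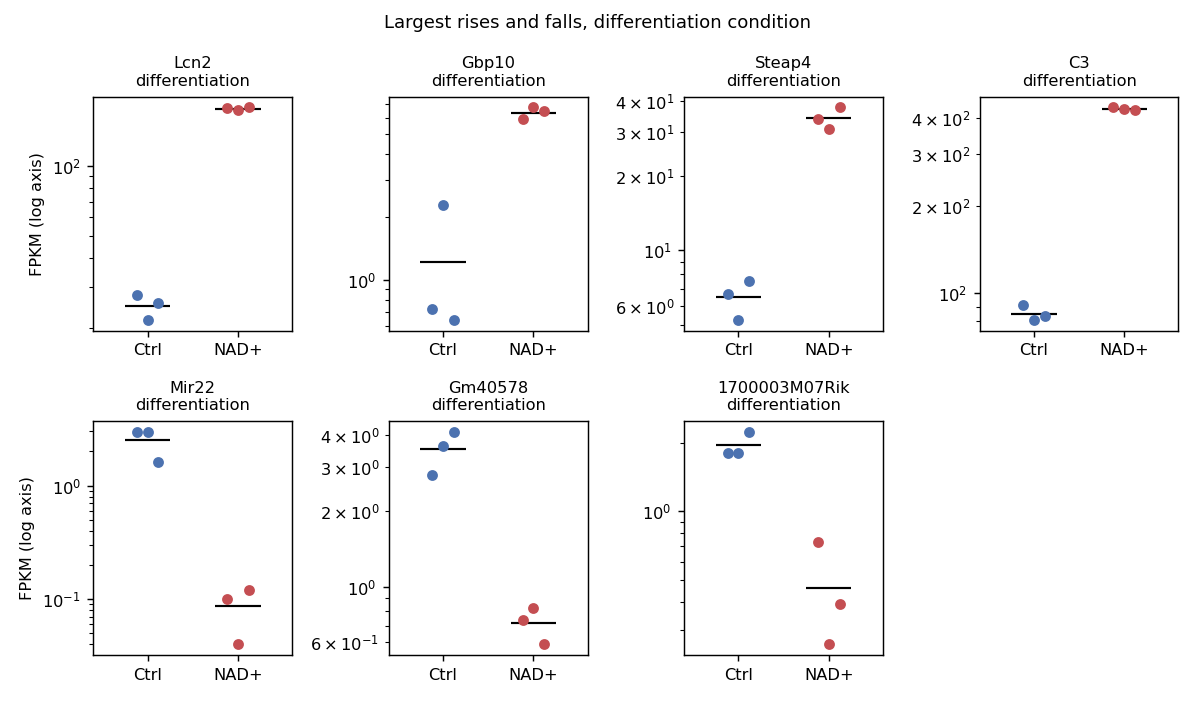
FPKM values (log axis) of Lcn2, Gbp10, Steap4, C3, Mir22, Gm40578 and 1700003M07Rik under differentiation conditions. Points are the 3 samples of each group and lines are group means; Gm49369, listed at 0 in the NAD+ group, cannot be drawn on a log axis.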

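The deposited tables assign GO terms to 21970 genes, 13221 of them tested under proliferating conditions and 13484 under differentiation conditions. Each term with at least 5 tested genes was examined for over-representation among the up-regulated and among the down-regulated DEGs by a one-sided Fisher's exact test, adjusted by Benjamini-Hochberg over the 6001 and 6071 terms tested. Under proliferating conditions, 6 up-regulated DEGs (Angpt2, Col6a2, Ptprn, Tgfbr2, Trh and Txnip) belonged to the 60 genes of response to glucose, 9.38 times the number given by chance (Fisher's exact test, adjusted p = 0.0619). With all genes that have a GO term as the background in place of the tested genes, the exact test gave this term an adjusted p of 0.0441, and without the filter on low values 0.398. NAD(P)+ nucleosidase activity and NAD+ nucleotidase, cyclic ADP-ribose generating, had the same up-regulated DEGs, Cd38 and Tlr4, among 5 tested genes each (37.5-fold, exact test, adjusted p = 0.418). Of the down-regulated DEGs, 18 belonged to synapse, 2.75 times the chance number (Fisher's exact test, adjusted p = 0.0934), and 9 to axon, 2.28 times the chance number (Fisher's exact test, adjusted p = 1). With that wider background the exact test gave synapse an adjusted p of 0.00937. Under differentiation conditions, response to glucose again held 6 up-regulated DEGs (9.84-fold, exact test, adjusted p = 0.00955), of which Trh and Txnip were also among the 6 under proliferating conditions. With the DEGs of Supplemental Table S1, the exact test gave it an adjusted p of 0.113. Neuropeptide hormone activity held 3 up-regulated DEGs (29.5-fold, exact test, adjusted p = 0.0308) and inflammatory response 7 (4.62-fold, exact test, adjusted p = 0.145). For neuropeptide hormone activity, the exact test gave an adjusted p of 0.128 with the wider background, 0.245 without the filter and 0.151 with Supplemental Table S1. Of the down-regulated DEGs under differentiation conditions, 15 belonged to axon (2.02-fold, exact test, adjusted p = 0.702) and 18 to synapse (1.50-fold, exact test, adjusted p = 1). In all, 3 terms for up-regulated and 0 terms for down-regulated DEGs had an adjusted p-value under 0.05 under proliferating conditions, while 150 terms for down-regulated DEGs had an unadjusted p-value under 0.05. Under differentiation conditions, 24 and 9 terms passed. The terms with the smallest p-values by Fisher's exact test were extracellular region for up-regulated DEGs under proliferating conditions (3.65-fold), extracellular space for up-regulated DEGs under differentiation conditions (4.88-fold) and potassium channel activity for down-regulated DEGs under differentiation conditions (10.8-fold, exact test, adjusted p = 0.00012). Among up-regulated DEGs under differentiation conditions, immune terms also passed. Cellular response to interferon-gamma held 10 DEGs (15.4-fold, exact test, adjusted p = 9.71e-07) and defense response to virus 11 (9.25-fold, exact test, adjusted p = 2.09e-05).

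**Figure D3:**
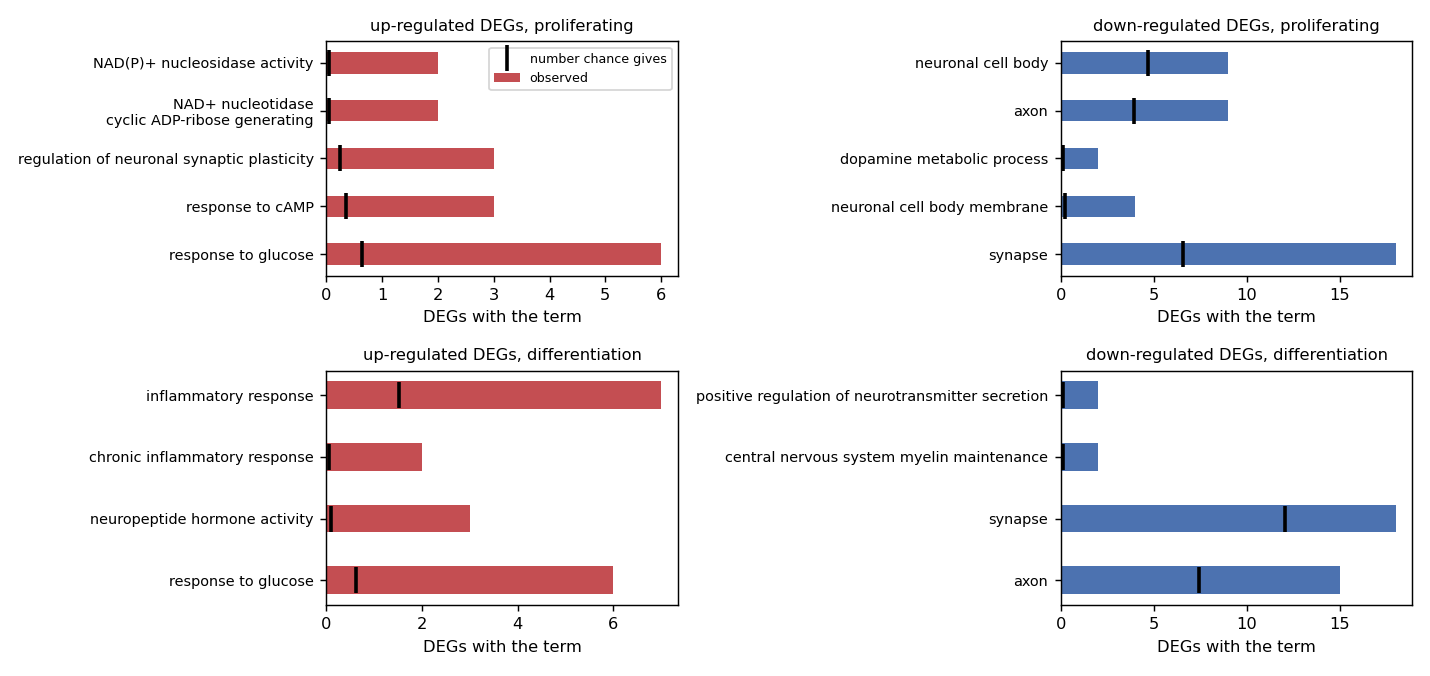
Number of DEGs (bars) with each GO term that Figure 5C,D shows and that has at least 5 tested genes, for up-regulated and down-regulated DEGs under each condition. Black marks give the number given by chance; response to glucose has 6 up-regulated DEGs under each condition.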

Gene ontology (GO) analysis showed that up-regulated genes were enriched for terms including response to glucose and NAD(P)+/NADPH activity, whereas down-regulated genes were enriched for terms including synapse and axon development under proliferating and differentiation conditions (Figure 5C,D). 

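Fbp1 encodes a fructose-bisphosphatase and Eno3 an enolase, Rab11b encodes a small GTPase and Vcam1 a cell adhesion molecule. On mm10, Fbp1 (ENSMUSG00000069805) lies on chromosome 13 from 62864753 to 62888282, Eno3 (ENSMUSG00000060600) on chromosome 11 from 70657202 to 70662513, Rab11b (ENSMUSG00000077450) on chromosome 17 from 33742484 to 33760530 and Vcam1 (ENSMUSG00000027962) on chromosome 3 from 116109949 to 116129688. Under proliferating conditions, the FPKM value of Fbp1 was 2.67 ± 0.755 (SD, n = 3) in Ctrl and 1.00 ± 0.07 (SD, n = 3) with NAD+, a log2 fold change of -1.30 (standard error 0.22, limma adjusted p = 0.0914). Eno3 went from 1.89 ± 0.527 (SD, n = 3) to 0.91 ± 0.204 (SD, n = 3), a log2 fold change of -0.97 (standard error 0.25, limma adjusted p = 0.165). Rab11b went from 18.3 ± 4.64 (SD, n = 3) to 7.36 ± 1.34 (SD, n = 3), a log2 fold change of -1.29 (standard error 0.21, limma adjusted p = 0.0861). Vcam1 went from 10.7 ± 3.24 (SD, n = 3) to 5.13 ± 1.71 (SD, n = 3), a log2 fold change of -1.05 (standard error 0.28, limma adjusted p = 0.176). Each of the 4 genes was lower in all 3 NAD+ samples than in all 3 Ctrl samples (exact permutation test, p = 0.10), and each was a DEG by the rule of the paper, with unadjusted limma p-values of 0.000757, 0.00632, 0.000569 and 0.00742. Without Ctrl replicate 1, Eno3 and Vcam1 were not DEGs, nor was Eno3 without NAD+ replicate 1 or 2, or Vcam1 without NAD+ replicate 2 or 3. With the replicate number as a block, the limma adjusted p-values were 0.166, 0.241, 0.185 and 0.124 for Fbp1, Eno3, Rab11b and Vcam1. Under differentiation conditions, the log2 fold changes of these genes were -0.999, 0.24, 0.20 and 0.11, with limma adjusted p-values of 0.351, 0.385, 0.795 and 0.488. The difference of the NAD+ effect between the 2 conditions had limma adjusted p-values of 0.857, 0.105, 0.19 and 0.132.

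**Figure D4:**
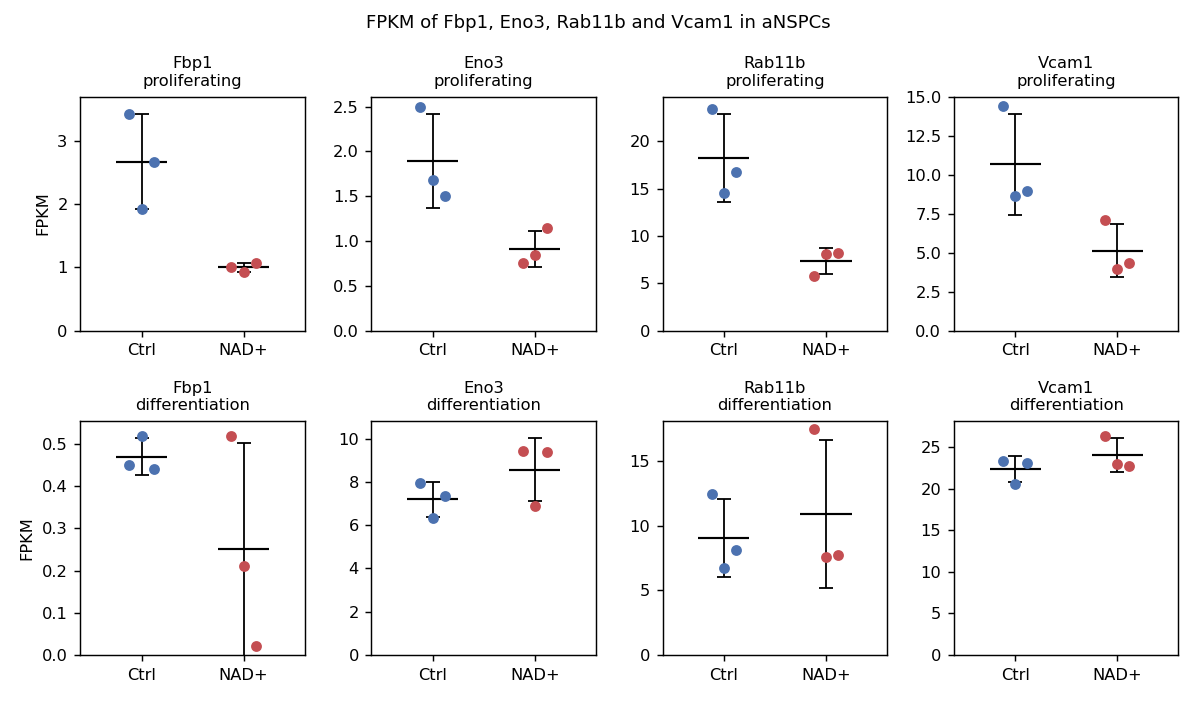
FPKM values of Fbp1, Eno3, Rab11b and Vcam1 in Ctrl and NAD+ aNSPCs under proliferating (top) and differentiation (bottom) conditions. Points are the 3 samples of each group, lines are means and error bars are SD; the groups are apart for all 4 genes under proliferating conditions.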

In terms of consistency, the FPKM values of a few genes relating to ATP metabolic process (Fbp1 and Eno3) and the response to glucose (Rab11b and Vcam1) significantly decreased in the NAD+ group compared to that of the control group (Figure 5E). 

### 3.5. NAD+ Exposure Alters Akt Signaling Pathway

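The GO term ATP metabolic process is assigned to 44 genes in the deposited tables, of which 40 were tested under proliferating conditions. Of these 40 genes, 17 were higher and 23 lower in the NAD+ group than in Ctrl, with a mean log2 fold change 0.10 below that of the other genes (difference -0.10, limma's camera test, unadjusted p = 0.0764). With a minimum mean FPKM of 1, the unadjusted p of this difference was 0.0388 for 35 genes, with the replicate number as a block it was 0.0846, and with the correlation between genes estimated from the data it was 0.336. The set was chosen for testing after the data had been seen. Under proliferating conditions it held 1 up-regulated DEG and 0 down-regulated DEGs, and 0 of its genes had an adjusted p-value under 0.05. Fbp1 and Eno3, which the paper relates to this process, were down-regulated DEGs there. The set therefore does not contain Fbp1 and Eno3 and does not test them. Under differentiation conditions, 10 of its 37 tested genes were higher and 27 lower (difference -0.05, camera, unadjusted p = 0.187). There it held 0 up-regulated and 2 down-regulated DEGs, and 2 genes were higher and 6 lower by adjusted p-value under 0.05.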

Given that RNA-seq data analysis showed that the altered expression of genes relating to ATP metabolism and the enrichment of DEGs in biological terms of NADP+ activity, we first performed an ELISA assay to measure the level of ATP; we observed that NAD+ exposure significantly increased the level of ATP (Figure 6A). In addition, NAD exposure led to a significant increase in the ratio of NADP+/NADPH (Figure 6B). These results suggest that NAD+ exposure alters the metabolic state of aNSPCs. 

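Pdgfrb, Epor, Erbb3 and Il2rb encode receptors for a platelet-derived growth factor, erythropoietin, neuregulin and interleukin-2. On mm10, Pdgfrb (ENSMUSG00000024620) lies on chromosome 18 from 61045150 to 61085061, Epor (ENSMUSG00000006235) on chromosome 9 from 21958897 to 21963506, Erbb3 (ENSMUSG00000018166) on chromosome 10 from 128567523 to 128589652 and Il2rb (ENSMUSG00000068227) on chromosome 15 from 78479256 to 78495271. Their mean FPKM values were all under 1, where the rounding to 0.01 is coarse. Under proliferating conditions, Pdgfrb had an FPKM value of 0.307 ± 0.0551 (SD, n = 3) in Ctrl and 0.107 ± 0.0473 (SD, n = 3) with NAD+, a log2 fold change of -0.99 (standard error 0.30, limma adjusted p = 0.214, with the replicate number as a block 0.245). Epor had 0.42 ± 0.286 (SD, n = 3) and 0.337 ± 0.0462 (SD, n = 3), a difference within the spread of the replicates (log2 fold change -0.13, limma adjusted p = 0.903, with the replicate block 0.895). Erbb3 and Il2rb were under the filter, with 0.0567 ± 0.0231 (SD, n = 3) against 0.04 ± 0.02 (SD, n = 3) for Erbb3 (exact permutation test, p = 0.50) and 0.0467 ± 0.0404 (SD, n = 3) against 0.02 ± 0.0265 (SD, n = 3) for Il2rb (exact permutation test, p = 0.60). Under differentiation conditions, all 4 genes were lower in each NAD+ sample than in each Ctrl sample (exact permutation test, p = 0.10). Pdgfrb went from 0.22 ± 0.0458 (SD, n = 3) to 0.05 ± 0.0436 (SD, n = 3), a log2 fold change of -1.12 (limma adjusted p = 0.104). Epor went from 0.91 ± 0.282 (SD, n = 3) to 0.41 ± 0.115 (SD, n = 3), a log2 fold change of -0.97 (limma adjusted p = 0.106). Erbb3 went from 0.187 ± 0.0289 (SD, n = 3) to 0.0833 ± 0.0473 (SD, n = 3), a log2 fold change of -0.68 (limma adjusted p = 0.264). Il2rb went from 0.56 ± 0.0361 (SD, n = 3) to 0.20 ± 0.0557 (SD, n = 3), a log2 fold change of -1.15 (limma adjusted p = 0.0356). With the replicate number as a block, the limma adjusted p-values under differentiation conditions were 0.146 for Pdgfrb, 0.0763 for Epor, 0.331 for Erbb3 and 0.0806 for Il2rb. By the rule of the paper, Pdgfrb was a DEG under both conditions, and Epor and Il2rb were DEGs under differentiation conditions (Epor not without Ctrl replicate 2 or NAD+ replicate 3), where Erbb3 had an unadjusted limma p-value of 0.0777. The difference of the NAD+ effect between the conditions had limma adjusted p-values of 0.902 for Pdgfrb, 0.442 for Epor and 0.322 for Il2rb.

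**Figure D5:**
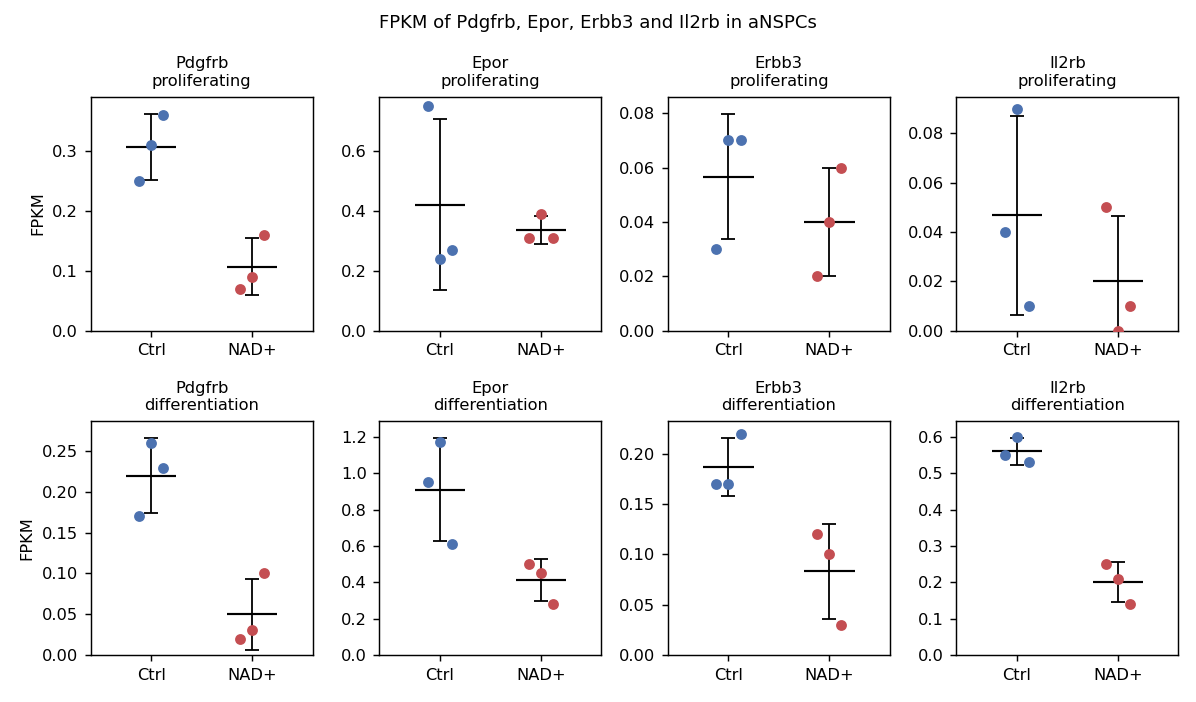
FPKM values of Pdgfrb, Epor, Erbb3 and Il2rb in Ctrl and NAD+ aNSPCs under proliferating (top) and differentiation (bottom) conditions. Points are the 3 samples of each group, lines are means and error bars are SD, cut off at 0 for Il2rb with NAD+ under proliferating conditions; the groups overlap for Epor, Erbb3 and Il2rb under proliferating conditions.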

RNA-seq data analysis also revealed that NAD+ exposure altered the FPKM values of multiple genes relating to the Akt signaling pathway (Figure 6C,D). Consistently, the RT-PCR assay results show that NAD+ exposure significantly reduced the expression of these Akt pathway-related genes including *Pdgfrb*, *Epor, Erbb3* and II2rb (Figure 6E,F). Furthermore, the Western blot assay and quantification results show that the level of phosphorylated Akt (p-Akt) was significantly reduced by NAD+ exposure but the level of total Akt was not altered (Figure 6G–I). Together, these results suggest that the Akt pathway is involved in the effects of NAD+ on the proliferation and differentiation of aNSPCs. 

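The deposited tables assign 355 genes to the PI3K-Akt signaling pathway, of which 246 were tested under proliferating conditions and 248 under differentiation conditions. Under proliferating conditions, 150 of the 246 genes were higher and 96 lower in the NAD+ group than in Ctrl, where 59.7% of all tested genes were higher, and their mean log2 fold change exceeded that of the other genes by 0.05 (limma's camera test, two-sided, unadjusted p = 0.466, with the replicate number as a block 0.512). Of these genes, 10 were up-regulated and 2 were down-regulated DEGs (Pdgfrb and Col9a2). Under differentiation conditions, 100 genes were higher and 148 lower, where 38.2% of all tested genes were higher, with a difference of 0.03 from the other genes (camera, unadjusted p = 0.971, with the replicate block 0.952), and 7 were up-regulated and 12 down-regulated DEGs. By adjusted p-value under 0.05, 15 genes of the pathway were higher and 25 lower under differentiation conditions. The split into higher and lower genes depended on the scaling between samples. With median-ratio scaling, 118 genes were higher and 128 lower under proliferating conditions, and 122 and 126 under differentiation conditions. With quantile normalization, the numbers were 131 and 115 under proliferating conditions, and 124 and 124 under differentiation conditions. The mRNA levels of Akt1 and Akt2 had limma adjusted p-values of 0.958 and 0.961 under proliferating conditions and of 0.217 and 0.944 under differentiation conditions. From the lower expression of these 4 genes and the lower level of p-Akt beside an unaltered level of total Akt (Figure 6C–I), the paper proposes that the Akt pathway takes part in the effects of NAD+ on aNSPCs.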

## 4. Conclusions

In the present study, we showed that β-nicotinamide adenine dinucleotide hydrate (NAD+) exposure inhibited the proliferation and neuronal differentiation of aNSPCs, and induced the apoptosis of aNSPCs. NAD+ exposure also inhibited the morphological development of both newborn neurons generated by the differentiation of aNSPCs and primary hippocampal neurons. Mechanistically, we observed that NAD+ exposure altered the transcriptome and regulated the Akt signaling pathway. In summary, our study revealed a new role and a related mechanism of NAD+ in regulating neurogenesis and neural stem/progenitor cells development. 

Bioenergetics including the metabolism of diverse fuel molecules is a key factor for neuronal development, brain function and aging. Previous studies showed that the level of hippocampal NAD+ decreased with aging, and the inhibition of NAD+ biosynthesis could induce premature aging and recapitulate the defects of NSPCs induced by aging [18,28,29,30,31]. Previous studies also found that the supplementation of NAD+ could restore a youthful metabolism and could improve cognitive function and stem cell activity [28,32,33,34,35,36,37]. However, our present results show that the NAD+ supplement displayed inhibitory effects on the proliferation and neuronal differentiation of aNSPCs in vitro. These results suggest that the effects of NAD+ are influenced by diverse factors. Under pathological conditions, such as NAD+ depletion, the addition of NAD+ can attenuate neurotoxicity, improve aging-associated phenotype and play beneficial roles. However, under physiological conditions, the supplement of extra NAD+ could be detrimental. One limitation of our present study was that it was largely carried out in vitro, and an intensive in vivo study would be helpful to clarify this speculation. Collectively, these results suggest that NAD+ could have multi-faceted functions in the neuronal system, which might rely on specific conditions. 

As a fundamental molecule of the tricarboxylic citric acid (TCA) cycle, NAD+ has been shown to play important roles in multiple biological processes via diverse mechanisms [18,23]. NAD+ is essential for the homeostasis of mitochondria, which are impaired in neurodegenerative diseases including premature aging models and Alzheimer’s disease (AD) models [28,29,30,35]. NAD+ depletion also led to the dysregulation of neuronal calcium homeostasis and DNA repair capacity [28,29,30,38]. Of note, NAD+ could also modulate DNA demethylation, such as CEPBA, and could enhance its transcription in cancer cells [25]. 

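Cebpa (ENSMUSG00000034957), which encodes a CCAAT/enhancer-binding protein, lies on chromosome 7 of mm10 from 35119293 to 35121928. Under proliferating conditions, its FPKM values were 1.59, 1.74 and 2.65 in the Ctrl samples and 3.57, 4.29 and 4.16 in the NAD+ samples. The means were 1.99 ± 0.574 (SD, n = 3) and 4.01 ± 0.384 (SD, n = 3), a log2 fold change of 1.00 (standard error 0.21, limma adjusted p = 0.12, with the replicate number as a block 0.183). All NAD+ samples were above all Ctrl samples (exact permutation test, p = 0.10). With an unadjusted limma p-value of 0.00207 and a ratio of means of 2.01, Cebpa was a DEG under proliferating conditions, though not with median-ratio scaling or quantile normalization, which put the log2 ratio of means at 0.94 and 0.91, nor without Ctrl replicate 1 or 2 or NAD+ replicate 2 or 3. The authors' deposited table gives a log2(fc) of 1.01 for Cebpa under proliferating conditions and marks it as significant. Under differentiation conditions, the FPKM value was 0.87 ± 0.108 (SD, n = 3) in Ctrl and 0.873 ± 0.116 (SD, n = 3) with NAD+ (log2 fold change 0.00, limma adjusted p = 0.993). The difference of the NAD+ effect between the 2 conditions was -0.998 on the log2 scale (limma adjusted p = 0.127).

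**Figure D6:**
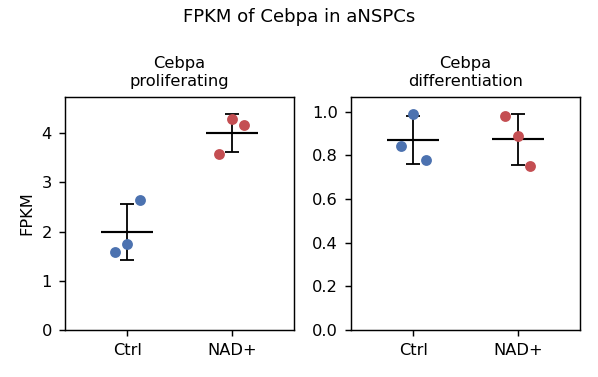
FPKM values of Cebpa in Ctrl and NAD+ aNSPCs under proliferating (left) and differentiation (right) conditions. Points are the 3 samples of each group, lines are means and error bars are SD; the groups are apart under proliferating conditions and overlap under differentiation conditions.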

Our present results show that NAD+ exposure did not affect the expression of *Cepba* but reduced the expression of multiple genes relating to Akt signaling pathway and the phosphorylation of Akt. Therefore, our study revealed a new layer of the mechanism in which NAD+ regulates neural stem cell function.

## Figures and Tables

**Figure 1:**
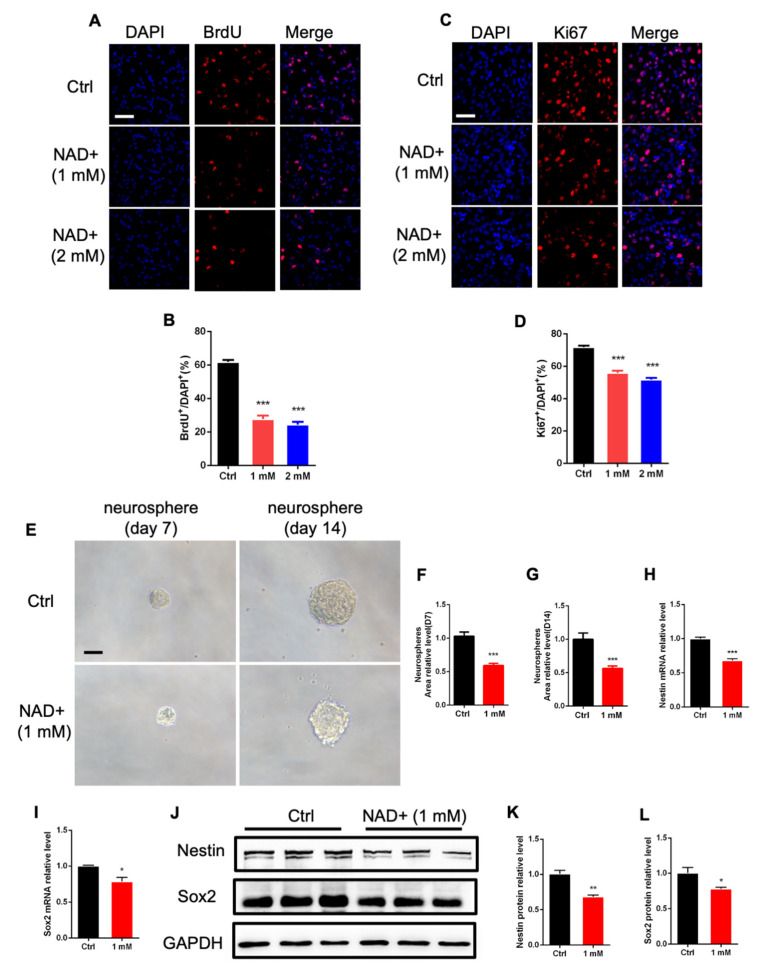
NAD+ exposure affects the proliferation of adult neural stem/progenitor cells in vitro. (**A**) Representative images of BrdU immunostaining with control (Ctrl) and NAD+-treated adult neural stem/progenitor cells (aNSPCs). Scale bar, 50 μm. (**B**) Quantification results show that NAD+ exposure decreased the percentages of BrdU^+^ cells under proliferation conditions. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**C**) Representative images of Ki67 immunostaining with Ctrl and NAD+-treated aNSPCs. Scale bar, 50 μm. (**D**) Quantification results show that NAD+ exposure decreased the percentages of Ki67^+^ cells. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**E**) Representative images of neurospheres derived from single aNSPCs. aNSPCs were supplemented with 1 mM NAD+ and analyzed at days 7 and 14. Scale bar: 50 μm. (**F**,**G**) Quantification results show that NAD+ exposure decreased the size of neurospheres at day 7 (**F**) and day 14 (**G**). Data are presented as the mean ± SEM. *n* = 30 neurospheres for Ctrl and NAD+ exposure groups at each timepoint. unpaired *t*-test. (**H**,**I**) The relative mRNA levels of *Nestin* and *Sox2* of Ctrl and NAD+ supplemented aNSPCs. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**J**–**L**) Western blot assay (**J**) and quantification results (**K**,**L**) show that NAD+ exposure decreased the level of *Nestin* and *Sox2*. GAPDH was used as an internal control. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 2:**
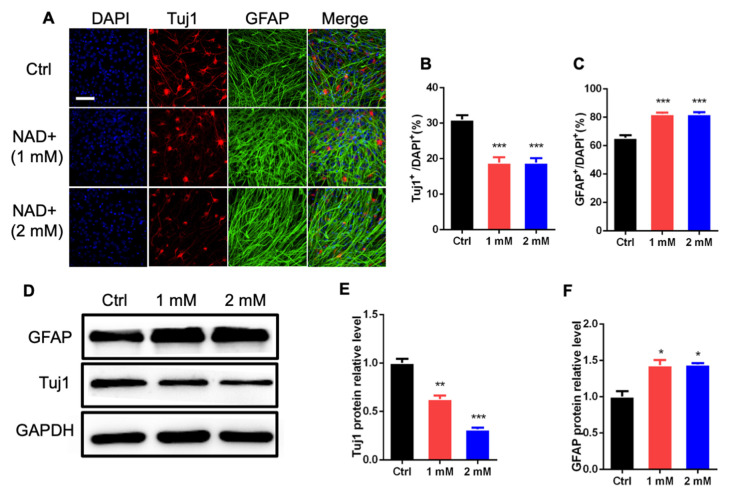
NAD+ exposure regulates the differentiation of aNSPCs in vitro. (**A**) Representative immunostaining images of neuronal marker β-III tubulin (Tuj1) and astrocytic marker glial fibrillary acidic protein (GFAP) with Ctrl and NAD+-treated aNSPCs under differentiation conditions. Scale bar, 50 μm. (**B**,**C**) Quantification results show that NAD+ exposure decreased the percentage of Tuj1^+^ cells but increased the percentages of GFAP^+^ cells under differentiation conditions. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**D**–**F**) Western blot assay (**D**) and quantification results (**E**,**F**) show that NAD+ exposure decreased the level of Tuj1, but increased the level of GFAP. GAPDH was used as an internal control. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 3:**
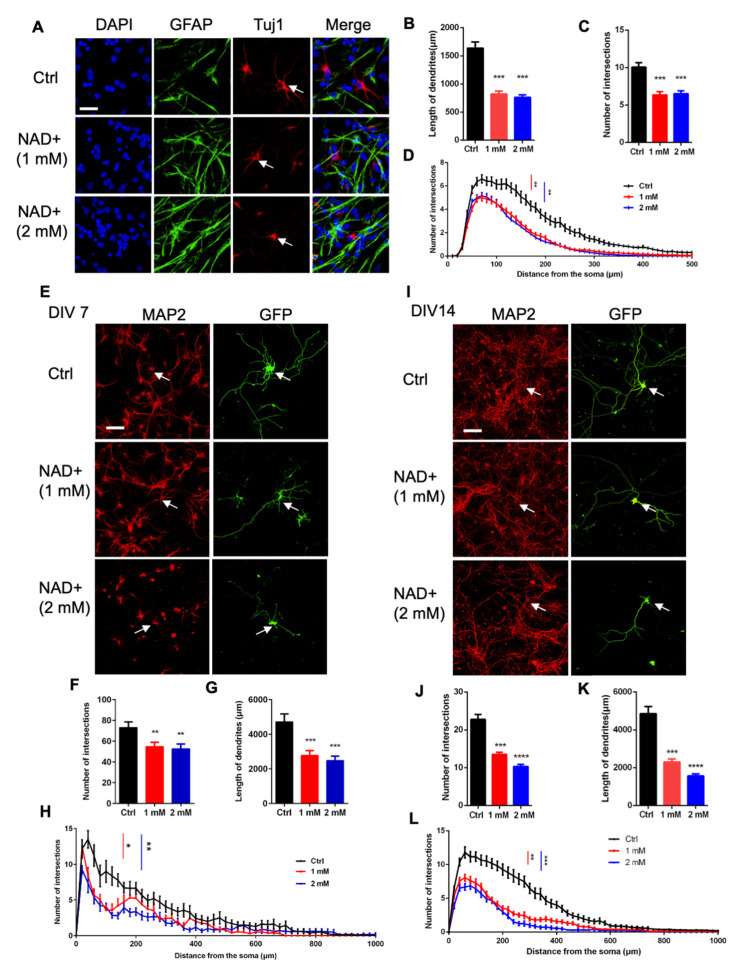
NAD+ exposure inhibits the morphological development of neurons. (**A**) Representative images of Tuj1 immunostaining with Ctrl and NAD+-treated aNSPCs. Scale bar, 50 μm. (**B**,**C**) The quantification results show that the NAD+ exposure significantly decreased the dendritic length (**B**) and the intersection number (**C**) of newborn neurons derived from aNSPCs. Data are presented as the mean ± SEM. Unpaired *t*-test. *n* = 30 neurons were analyzed in each group. (**D**) Sholl analysis results show that NAD+ exposure reduced the dendritic complexity of aNSPCs-derived neurons compared to Ctrl group. Data are presented as the mean ± SEM. Unpaired *t*-test. *n* = 30 neurons were analyzed in each group. (**E**) Representative images of MAP2 immunostaining with hippocampal neurons treated with NAD+. The cultured neurons were transfected with the GFP plasmid at 4 days in vitro (DIV 4). At DIV 5, NAD+ was supplemented at the final concentration of 1 mM and 2 mM. Forty-eight hours later, MAP2 immunostaining and morphological assay on the cells were performed. Scale bar, 50 μm. (**F**,**G**) The quantification results show that NAD+ exposure reduced the dendritic complexity of hippocampal neurons compared to the control group. Data are presented as the mean ± SEM. Unpaired *t*-test. *n* = 30 neurons were analyzed in each group. (**H**) Sholl analysis results showed that the NAD+ exposure reduced the dendritic complexity of hippocampal neurons compared to control group. Data are presented as the mean ± SEM. Unpaired *t*-test. *n* = 30 neurons were analyzed in each group. (**I**) Representative images of MAP2 immunostaining with hippocampal neurons treated with NAD+. The cultured neurons were transfected with GFP plasmid at 14 days in vitro (DIV 14). At DIV 15, NAD+ was supplemented at the final concentration of 1 mM and 2 mM. Cells were performed MAP2 immunostaining and morphological assay at DIV 17. Scale bar, 50 μm. (**J**,**K**) The quantification results show that NAD+ exposure reduced the intersection numbers (**J**) and dendritic length (**K**) of hippocampal neurons compared to control group. Data are presented as the mean ± SEM. Unpaired *t*-test. *n* = 30 neurons for Ctrl and 1 mM groups and *n* = 25 neurons for 2 mM group were analyzed. (**L**) Sholl analysis results show that NAD+ exposure reduced the dendritic complexity of hippocampal neurons compared to control group. Data are presented as the mean ± SEM. Unpaired *t*-test; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

**Figure 4:**
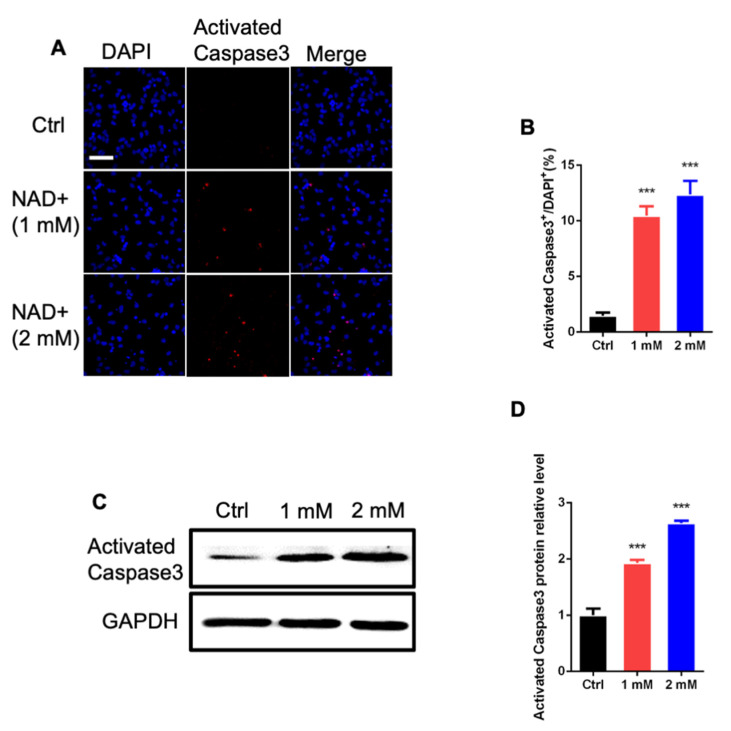
NAD+ exposure induces the apoptosis of aNSPCs. (**A**) Representative images of activated caspase3 immunostaining with Ctrl and NAD+-treated aNSPCs under proliferation conditions. Scale bar, 50 μm. (**B**) Quantification results show that NAD+ exposure increased the percentage of activated caspase3^+^ cells. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**C**,**D**) Western blot assay (**C**) and quantification results (**D**) show that NAD+ exposure increased the protein level of activated caspase3. GAPDH was used as an internal control. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test; ***, *p* < 0.001.

**Figure 5:**
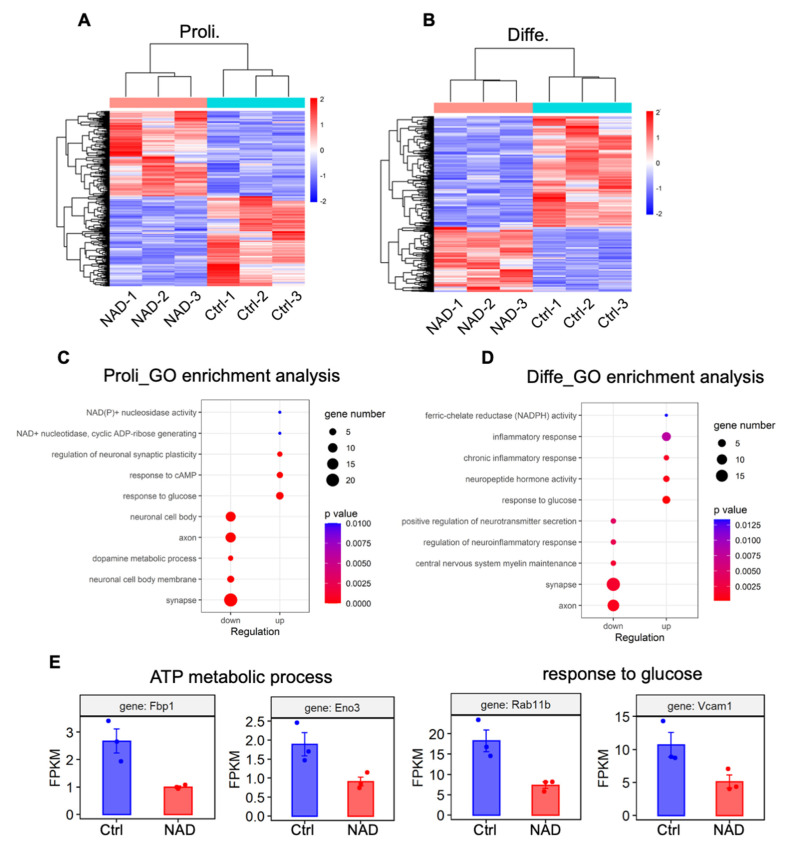
NAD+ exposure alters the transcriptome of aNSPCs under proliferating and differentiation conditions. (**A**,**B**) Heatmap showing the differentially expressed genes (DEGs) in Ctrl and NAD+ exposure groups under proliferating (**A**) and differentiation (**B**) conditions. Three biological repeating samples of Ctrl and NAD+ exposure (1 mM) were adopted for RNA sequencing. The significance of expression was determined by the |FC| > 2 and *p*-value < 0.05. (**C**) GO enrichment analysis of the up-regulated and down-regulated genes induced by NAD+ exposure (proliferating condition). The significance of expression was determined by |FC| > 2 and *p*-value < 0.05. (**D**) GO enrichment analysis of the up-regulated and down-regulated genes induced by NAD+ exposure (differentiation condition). The significance of expression was determined by |FC| > 2 and *p*-value < 0.05. (**E**) FPKM values of several genes related to ATP metabolic process and response to glucose.

**Figure 6:**
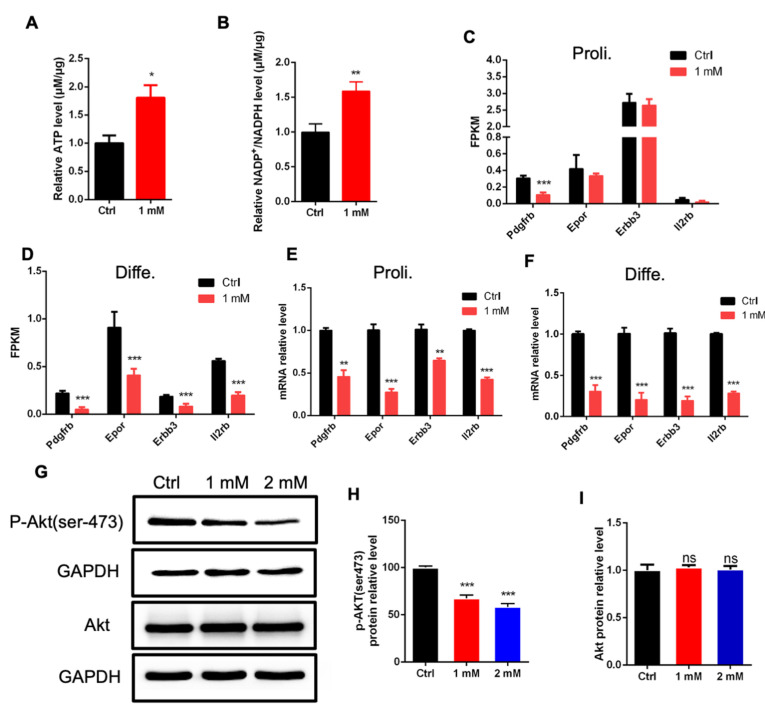
NAD+ exposure alters the PI3k-Akt signaling pathway. (**A**) ELISA results showing the increased level of ATP induced by NAD+ exposure compared to Ctrl group. Proliferating aNSPCs were cultured with 1 mM NAD+ supplemented for 48 h. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**B**) NAD+ exposure increased the levels of NADP^+^ and NADPH. Proliferating aNSPCs were cultured with 1 mM NAD+ supplemented for 48 h. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**C**) FPKM values of multiple genes relating to PI3k-Akt signaling pathway (proliferating condition). (**D**) FPKM values of multiple genes relating to PI3k-Akt signaling pathway (differentiation condition). (**E**) The relative mRNA levels of *Pdgfrb*, *Epor*, *Erbb3* and *Il2rb* in aNSPCs treated with NAD+ (proliferating condition). Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**F**) The relative mRNA levels of *Pdgfrb*, *Epor*, *Erbb3*, *Il2rb* in aNSPCs treated with NAD+ (differentiation condition). Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test. (**G**–**I**) Western blot assay and the quantification results show that NAD+ exposure significantly decreased the level of p-Akt (ser473) while the level of total Akt was not affected. GAPDH was used as an internal control. Data are presented as the mean ± SEM. *n* = 3 independent experiments, unpaired *t*-test; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

## Data Availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE200494.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11081283/s1, Supplemental Figure S1: The examination of self-renewal and multipotent capabilities of aNSPCs. Supplemental Figure S2: NAD+ exposure affects the proliferation and differentiation of aNSPCs.

How the deposited data were processed for this re-analysis (not part of the article)

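The authors deposited FPKM values per sample in a table for the proliferating condition and a table for the differentiation condition, after mapping reads to mm10 with Hisat2 v2.0.5, keeping uniquely mapped reads and counting them with FeatureCounts v2.0.1. Per the file headers, the deposited tables also hold a fold change (ratio) of NAD+ over Ctrl, which is close to the ratio of the authors' mean FPKM values with zeros set to 0.0001, though not equal to it for many genes with low values. The log2 of this fold change was deposited by the authors beside it, per the file headers. A p-value and a q-value per gene were deposited by the authors as well, per the file headers, rounded to 0.01 and with a mark for significant genes. These authors' values were used only for comparison. The program that computed the FPKM values and the program behind the p-values are not named in the text of the paper. The FPKM columns of all 12 samples were used, and 0 per-sample columns were left out. Both tables list the same 55401 genes, of which 27497 under proliferating conditions and 26110 under differentiation conditions were at 0 in all 6 samples. The depth of the samples is unknown, since rounded FPKM values hold no read counts, so no counting error can be given. Of the gene IDs, 55141 were found in GENCODE M21 (GRCm38, mm10), which gave gene positions, GC content and exon lengths.

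The deposited FPKM values were taken without further scaling, 0.1 was added and log2 was taken. Genes with a mean FPKM of at least 0.1 over the 6 samples of a condition were kept. Each condition was fitted with limma 3.58.1 in R 4.3.3 (NAD+ against Ctrl, moderated variance with a trend over expression, two-sided) and adjusted by the Benjamini-Hochberg method over the tested genes. The fold change for the DEG rule was the ratio of the mean FPKM values, with FPKM values of 0 raised to 0.0001, and DEGs had an unadjusted p-value under 0.05 and a ratio of more than 2 in either direction. The difference of the NAD+ effect between the conditions was a contrast of a limma fit of all 12 samples. Replicate numbers come from the sample titles, which do not say whether samples with the same number share a culture or a mouse. The replicate number was therefore also fitted as a block, and the correlation of same-numbered samples around their group means was computed. Gene sets were tested with camera of limma at an inter-gene correlation of 0.01. GO terms from the deposited annotation columns, with at least 5 tested genes, were tested by a one-sided Fisher's exact test against the tested genes that have a GO term. Exact permutation tests of 3 samples against 3 used the difference of means and were two-sided. Results were recomputed with 1 or 0.01 added in place of 0.1, without the filter or with a minimum mean FPKM of 1, with median-ratio scaling or quantile normalization, with the replicate block, without moderation of the variance, with the fold change on the log2 scale or an adjusted p-value in the DEG rule, without each sample in turn, and for sets with the inter-gene correlation estimated from the data.

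Genes were named when the text or figures of the paper name them (some of these are not reported here), or when they were among the 4 largest rises or falls with an adjusted p-value under 0.05 and a mean FPKM of at least 1, and a few further genes were chosen after their values were seen. The same code was tested on simulated data with independent noise and no replicate differences. In them, 200 genes with a mean level above about 1 FPKM were changed by at least 1.5 on the log2 scale. Of these genes, 98% under proliferating conditions and 99.5% under differentiation conditions were called DEGs, and 82% and 89% had an adjusted p-value under 0.05, or 67% and 76% with the replicate block. With nothing changed, 0 genes had an adjusted p-value under 0.05 and 5.23% and 5.07% had an unadjusted one. Of the calls by adjusted p-value, 6.82% and 6.32% were false. The shares of changed genes found do not describe changes near 2-fold or in genes with a mean FPKM under 1, which were not simulated. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.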

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

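The tests of the oligodendrocyte genes, of cholesterol biosynthesis as a set without the genes seen earlier, and of mt-Atp6 were chosen only after the result was seen, as were the correlation from which GC content or gene length was taken to matter, the share of a shift that had to remain after a correction, and the use of the microglia markers without a filter.

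The NAD+ effect differed between proliferating and differentiation conditions by a test of the difference itself for 91 of 19498 genes (limma adjusted p-value under 0.05), while 3023 genes had an unadjusted p-value under 0.05. The NAD+ effect was higher under differentiation conditions for 43 of them and lower for 48. With median-ratio scaling 66 were higher and 21 lower, and with quantile normalization 55 and 24, so the split between directions depends on the scaling. With the replicate block, 47 genes passed, 24 of them among the 91. When the 6 differences between same-numbered samples were regrouped, 1 of the 10 groupings, the real one, gave as many genes, with 1 gene by adjusted p-value and 3084 at an unadjusted p under 0.05, against 0 genes and 622 to 862 in the others. The real grouping gave the most, but with 10 groupings a share under 0.05 cannot be reached whatever the data. This test therefore cannot decide whether a random grouping of the cultures gave these differences, and no conclusion is drawn from it.

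Among the genes named here, this test of the difference passed for Lcn2 (log2 difference 3.01, limma adjusted p = 0.00244), C3 (2.79, limma adjusted p = 0.0413), Mir22 (-3.68, limma adjusted p = 0.0386) and Pdlim4 (-0.80, limma adjusted p = 0.0282). Under differentiation conditions Lcn2 and C3 were higher in 3 of 3 NAD+ samples than in every Ctrl sample, and Mir22 was lower in 3 of 3. Under proliferating conditions Lcn2 was at a mean FPKM of 0.0433 in Ctrl and 0.0233 with NAD+, close to the rounding step of 0.01. C3 was low there, at 0.173 and 0.0833, with values of single samples from 0.03 to 0.37. Pdlim4 rose under both conditions and less under differentiation conditions. Mir22 lies inside its host transcript Mir22hg, whose log2 fold change under differentiation conditions was -0.10, so reads of a host transcript that fell as a whole do not account for the fall of Mir22. How reads were shared between the 95 bases of Mir22 and the host was not tested, and no biological explanation of the fall was tested.

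Genes of reactive astrocytes, which the paper does not discuss, rose under differentiation conditions. The list of 21 genes was written after Supplemental Table S1 had been read. Their mean log2 fold change exceeded that of the other genes by 1.06 (limma camera adjusted p = 1.14e-18, 3.36e-16 with the replicate block), and 19 of 21 genes were higher. With the inter-gene correlation estimated from the data, the limma camera adjusted p was 0.0659, and over all alternatives it ranged from 1.23e-21 to 0.0659. Without the genes listed in Supplemental Table S1 the shift was 0.67 with 14 of 16 genes higher. It was 1.06 (1.061) with median-ratio scaling, but one factor per sample moves all genes alike and can hardly change a difference from the other genes, so this value does not test the scaling. Correction for GC content and exon length left it at 1.05, so a dependence on them as fitted across all genes, which explained 0.196% of the variance, does not account for it. Microglia markers, tested as a source of RNA from other cells, shifted by -0.06 (-0.0629) without the filter, and by -0.64 with the filter, which left 1 of 13 markers. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1, the real one, gave a shift as large. The others gave 0.318 to 0.388, and splits that join pairs gave 0.307 to 0.433. Under proliferating conditions the shift was 0.18 (limma camera adjusted p = 0.561), and the difference between the conditions was not tested for the set. The mean log2 level of the set was 2.34, 2.30 and 2.41 in the Ctrl samples and 3.28, 3.33 and 3.34 in the NAD+ samples, so it was higher in each of the 3 same-numbered pairs. The real split exceeded all 9 others, but 4 or 10 splits are too few for this test to rule out a random grouping whatever the data. No conclusion is drawn from this test. The levels of the set, from 2.30 to 2.41 in Ctrl and from 3.28 to 3.34 with NAD+, lay much further apart than replicates of a group. For this set, they argue against a random grouping of the cultures only in part. DEGs of the same groups had been read before the list was written, so some of this distance was built in. The shift without the DEGs of Supplemental Table S1 was 0.67. That NAD+ raises genes of reactive astrocytes remains a hypothesis, since the list was written after Supplemental Table S1 had been read. Interferon-gamma and virus defense terms were also over-represented among up-regulated DEGs under differentiation conditions. Whether the rise is specific to reactive astrocytes was not tested.

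Genes of the GO term cholesterol biosynthetic process, which the paper does not discuss, fell under both conditions. The set was chosen after the fold changes had been seen. Under proliferating conditions the shift of the 27 tested genes was -0.47, with 21 lower (limma camera, unadjusted p = 3.52e-11), and under differentiation conditions it was -0.51, with 22 of 27 lower (limma camera, unadjusted p = 4.34e-08). With the inter-gene correlation estimated from the data, the unadjusted limma camera p-values were 0.0298 and 0.06. The smaller of the shifts under both conditions was -0.47 (-0.470) with median-ratio scaling and -0.47 (-0.473) after correction for GC content and exon length. The first value does not test the scaling, for the reason given above, and a dependence on GC content and exon length as fitted across all genes does not account for the fall. Without the genes that had drawn attention to the set, the smaller shift was -0.44 (-0.437), but most of the genes are the same as before, so this is no independent test. In each condition 1 of the 4 splits that part all same-numbered pairs, the real one, gave a shift as large, and the sizes in the other splits were 0.0905 to 0.207 and 0.114 to 0.238. Splits that join pairs reached 0.230 and 0.221. The number of splits is too small for this test to rule out a random grouping whatever the data, so no conclusion is drawn from it. That NAD+ lowers cholesterol biosynthesis genes remains a hypothesis, since the set was chosen after the fold changes had been seen.

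Markers of the oligodendrocyte lineage, which the text of the paper does not discuss, were lower with NAD+ under both conditions, by -0.51 under proliferating conditions (10 of 10 genes lower, limma camera adjusted p = 2.00e-05) and by -0.48 under differentiation conditions (12 of 13 genes lower, limma camera adjusted p = 0.000258). With the inter-gene correlation estimated from the data these adjusted p-values were 0.147 and 0.158, the largest over the alternatives, and the smallest were 2.06e-06 and 5.17e-06. The smaller shift was -0.47 (-0.472) with median-ratio scaling and -0.48 (-0.475) after correction for GC content and exon length. Again the first value does not test the scaling, and a dependence on GC content and exon length as fitted across all genes does not account for the fall. Figure 5D of the paper shows the GO term central nervous system myelin maintenance among down-regulated genes under differentiation conditions, which here had 2 DEGs, Fa2h and Myrf, of 5 tested genes (exact test, adjusted p = 0.535). In each condition 1 of the 4 splits that part all same-numbered pairs, the real one, gave a shift as large, while splits that join pairs reached 0.503 and 0.389. With so few splits, this test cannot rule out a random grouping whatever the size of the shift, so no conclusion is drawn from it. The pattern cannot be told apart from a difference in the share of such cells between cultures, which was not tested.

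The mitochondrial gene mt-Atp6, which the paper does not discuss, had a log2 fold change of -2.42 under proliferating conditions (limma adjusted p = 0.0266) and was lower in 3 of 3 NAD+ samples. Under differentiation conditions its FPKM values were 6364, 6495 and 1375 in Ctrl and 5930, 1322 and 1416 with NAD+, so replicates of 1 group differed by up to 4.72-fold, whereas the neighbours mt-Atp8 and mt-Co3 differed by at most 1.19-fold and 1.14-fold. mt-Atp6 has 681 annotated bases, as has the unprocessed pseudogene Gm28661 on chromosome 1 (24614885 to 24615565). A candidate explanation is that reads were assigned differently between near-identical genes from sample to sample, so the fall under proliferating conditions is not offered as biological.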

How the results depend on the processing

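The sets of cholesterol biosynthesis and ATP metabolic process, the genes shared by both conditions, the correction for GC content and exon length, and the genes added for their values were chosen only after the result was seen. The other alternatives were set before the data were examined. The planned test on reads was not run, because FPKM values rounded to 0.01 hold no counts. The cause of each change below was not tested.

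The 559 DEGs under proliferating conditions became 950 without the filter on low values, 122 at a mean FPKM of at least 1 and 18 when an adjusted p-value under 0.05 was required. The 795 DEGs under differentiation conditions became 1211, 224 and 266. Leaving out a sample gave 507 to 702 and 751 to 828 DEGs. The 77 DEGs shared by both conditions became 130 without the filter and 11 at a mean FPKM of at least 1.

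The 27 genes with an adjusted p-value under 0.05 under proliferating conditions became 9 without the filter (1 higher, 8 lower), 75 at a mean FPKM of at least 1 (29 higher, 46 lower), 60 with quantile normalization, 735 in a fit of all 12 samples (405 higher, 330 lower), 92 after correction for GC content and exon length (27 higher), and 0 with the replicate block (3094 at an unadjusted p under 0.05), 0 without moderation (2702 at an unadjusted p under 0.05) and 0 with the correction and the block together (2966 at an unadjusted p under 0.05 after the correction without the block). Without a sample they became 0 to 21, and those at 0 had 1880 to 2727 genes at an unadjusted p under 0.05. The 1357 genes under differentiation conditions became 758 with the block, 594 without moderation, 696 with the correction and the block, and 286 to 703 without a sample. After the correction alone, 661 of 1176 genes were higher. Of the genes by adjusted p-value, 33.3% were higher under proliferating conditions, 21.2% with median-ratio scaling and 26.7% with quantile normalization. Under differentiation conditions, 32.8%, 53.6% and 50.0% were higher. The 91 genes whose NAD+ effect differed between the conditions became 139 with 1 added before log2, 47 with the block and 12 to 194 without a sample.

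Among genes of the paper under proliferating conditions, small log2 fold changes changed sign. Sox2 at -0.05 became 0.0675 with quantile normalization and lay between -0.114 and 0.0326 without a sample. Tubb3 at 0.02 became -0.0459 with median-ratio scaling and -0.0518 with quantile normalization, and lay between -0.0392 and 0.133 without a sample. Akt1 at -0.01 became 0.0119 with quantile normalization and lay between -0.0551 and 0.0209 without a sample. Akt2 at 0.03 became -0.0365 with median-ratio scaling and -0.0218 with quantile normalization, and lay between -0.123 and 0.282 without a sample. Without a sample, Epor lay between -0.366 and 0.295 and Slc1a2 between -0.372 and 0.0132.

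Under differentiation conditions, Akt2 at -0.01 became 0.0701 with median-ratio scaling and 0.0502 with quantile normalization, and lay between -0.0559 and 0.0694 without a sample. Without a sample, Cebpa lay between -0.0747 and 0.0981 and Rab11b between -0.200 and 0.447. Il2rb had a limma adjusted p of 0.0356, which rose to 0.0711 without the filter (log2 fold change -1.15), 0.0806 with the block (-1.15), 0.0584 without moderation (-1.15) and 0.0515 with quantile normalization (-1.03), within a range of 0.0276 to 0.116 over all alternatives, and its fold change lay between -1.27 and -1.001 without a sample.

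For GO terms, folds of terms whose adjusted p-value crossed 0.05 are given. Under proliferating conditions, response to glucose reached 11.8-fold with all genes that have a GO term as background, synapse 3.61-fold with this background and 3.24-fold with the DEGs of Supplemental Table S1, and neuronal cell body membrane 14.1-fold without the filter and 19.5-fold with Supplemental Table S1. Under differentiation conditions, inflammatory response reached 3.96-fold without the filter. Response to glucose fell to 8.21-fold with Supplemental Table S1, and neuropeptide hormone activity to 18.5-fold with the wider background, 14.0-fold without the filter and 18.7-fold with Supplemental Table S1.

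Set differences from the other genes are on the log2 scale. With the inter-gene correlation estimated from the data, the differences stayed the same and their adjusted p-values rose above 0.05 for reactive astrocyte genes under differentiation conditions (1.06), oligodendrocyte markers under both conditions (-0.51 proliferating, -0.48 differentiation), and astrocyte (-0.41) and stem or progenitor markers (-0.21) under proliferating conditions, as did the unadjusted p-value of cholesterol biosynthesis (-0.51) under differentiation conditions. Astrocyte markers under proliferating conditions were at -0.35 with quantile normalization (limma camera adjusted p = 0.06, from 1.81e-05 to 0.379 over the alternatives). Proliferation markers under proliferating conditions passed 0.05 without the filter (0.16), with quantile normalization (0.16) and with the block (0.13). Stem or progenitor markers under differentiation conditions passed without the filter (-0.16) and with quantile normalization (-0.18), and purinergic and cAMP genes at a mean FPKM of at least 1 (0.26). The ATP metabolic process set was at -0.11 with this filter. Signs changed under differentiation conditions for proliferation markers (0.026 at a mean FPKM of at least 1, 0.00429 with 1 added before log2, 0.00400 with quantile normalization), apoptosis (-0.0308) and neuron markers (-0.12) at a mean FPKM of at least 1, and astrocyte markers (-0.0107, quantile normalization). Microglia markers under proliferating conditions, 2 genes, were at 0.00255 with median-ratio scaling and 0.64 with 0.01 added before log2.

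Over the alternatives other than leaving out a sample, 42 counts stayed within 1.5 times of their value and 21 moved, 62 GO results kept direction and side of the threshold, 6 became stronger and 4 weaker, 116 results of genes behind a conclusion stayed and 4 became weaker, and 139 results of marker sets stayed, 8 reversed, 6 became stronger and 6 weaker. Without a sample, 14 counts stayed and 22 moved, and of the results of genes behind a conclusion 84 stayed, 6 reversed and 6 became weaker. Of the genes not behind a conclusion, 35 results became weaker and 8 reversed under the other alternatives, and 67 became weaker and 10 reversed without a sample.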

Differences from the paper's values

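The fold change on the log2 scale, the test without moderation and the other alternatives named here were set before the data were examined. The paper's number of DEGs under proliferating conditions is 369, against 559 here. The values came within 1.5 times of the paper's with 0.01 added before log2 (507), with the fold change taken on the log2(FPKM + 0.1) scale (409), without moderation of the variance (426) and without NAD+ replicate 3 (507). These values were still higher than the paper's, and the cause of the difference was not tested. The other alternatives did not come within 1.5 times, which are 1 added before log2 (561), no filter (950), a minimum mean FPKM of 1 (122), median-ratio scaling (574), quantile normalization (571), the replicate block (565), an adjusted p-value in the rule (18) and leaving out any other sample (559 to 702).

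The paper's number of DEGs under differentiation conditions is 504, against 795 here. Values within 1.5 times of the paper's, though all still higher, came with 0.01 added before log2 (729), median-ratio scaling (729), quantile normalization (731), the fold change on the log2 scale (573), no moderation (609) and without Ctrl replicate 1 (751). Values further away came with 1 added before log2 (764), no filter (1211), a minimum mean FPKM of 1 (224), the replicate block (782), an adjusted p-value in the rule (266) and without any other sample (789 to 828).

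The paper's number of up-regulated DEGs under proliferating conditions is 180, against 297 here. Values within 1.5 times of the paper's, though all still higher, came with 0.01 added before log2 (263), median-ratio scaling (254), quantile normalization (266), no moderation (210), the fold change on the log2 scale (224), without NAD+ replicate 2 (270) and without NAD+ replicate 3 (249). Values further away came with 1 added before log2 (300), no filter (473), a minimum mean FPKM of 1 (63), the replicate block (301), an adjusted p-value in the rule (7) and without any other sample (282 to 433). The same scalings moved the down-regulated DEGs under proliferating conditions from 262 to 320 (median-ratio scaling) and 305 (quantile normalization), more than 1.5 times the paper's 189. Leaving out NAD+ replicate 2 moved these down-regulated DEGs to 289, also more than 1.5 times the paper's number.

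The paper's number of down-regulated DEGs under differentiation conditions is 318, against 528 here. Values within 1.5 times of the paper's, though all still higher, came with median-ratio scaling (406), quantile normalization (350), no moderation (395), the fold change on the log2 scale (369) and without Ctrl replicate 1 (450). Values further away came with 1 (506) or 0.01 (479) added before log2, no filter (810), a minimum mean FPKM of 1 (137), the replicate block (501), an adjusted p-value in the rule (162) and without any other sample (506 to 565). The same scalings moved the up-regulated DEGs under differentiation conditions from 267 to 323 (median-ratio scaling) and 381 (quantile normalization), more than 1.5 times the paper's 186. Leaving out Ctrl replicate 1 moved these up-regulated DEGs to 301, also more than 1.5 times the paper's number.

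In Fig. 6C, read by eye, the paper's mean FPKM of Erbb3 under proliferating conditions is about 2.7 in Ctrl and about 2.6 in the NAD+ group, against 0.0567 and 0.04 in the deposited values. Median-ratio scaling (0.0571 and 0.0385) and leaving out a sample (0.05 to 0.07 and 0.03 to 0.05) did not close this gap. Quantile normalization was run only on genes past the filter, which Erbb3 was not, and the other alternatives do not change a mean FPKM.

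The paper states that Cebpa was not affected. Here it was a DEG under proliferating conditions, with a log2 fold change of 1.00, and it was not a DEG with median-ratio scaling, with quantile normalization, or without Ctrl replicate 1, Ctrl replicate 2, NAD+ replicate 2 or NAD+ replicate 3. In the authors' deposited table it is marked as significant under proliferating conditions, with a q-value of 0.06.

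The paper presents Epor, Erbb3 and Il2rb among genes of the Akt pathway whose FPKM values were altered. Under proliferating conditions, Epor had a log2 fold change of -0.13 (limma adjusted p = 0.903), and Erbb3 and Il2rb were under the filter. Without the filter, the log2 fold changes of Erbb3 and Il2rb were -0.16 and -0.28 (limma adjusted p = 0.745 and 0.671). In the authors' deposited table these 3 genes have a p-value of 1 under proliferating conditions. Under differentiation conditions, Erbb3 was not a DEG here and was a DEG without the filter (limma, unadjusted p = 0.0491). In the authors' deposited table it is marked as significant with a q-value of 0.17.

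The paper describes genes of glucose response and ATP metabolism as lower with NAD+. Fbp1, Eno3, Rab11b and Vcam1 were DEGs under proliferating conditions here, with limma adjusted p-values of 0.0914, 0.165, 0.0861 and 0.176.

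For GO terms, the paper names response to glucose among up-regulated genes under proliferating conditions. The adjusted p of Fisher's exact test was 0.0619 here, 0.0441 with all genes that have a GO term as background, 0.398 without the filter and 0.0818 with the DEGs of Supplemental Table S1. The paper names NAD(P)+ and NADPH activity, and NAD(P)+ nucleosidase activity had 2 DEGs of 5 tested genes here (exact test, adjusted p = 0.418), while the ferric-chelate reductase (NADPH) term had too few tested genes to be tested. The paper names synapse and axon among down-regulated genes. Under proliferating conditions, synapse had an adjusted p of 0.0934 by the exact test, 0.00937 with the wider background and 0.0088 with the DEGs of Supplemental Table S1, and axon had an adjusted p of 1. The unadjusted exact p of axon there was 0.0178, and 0.0145 without the filter. It was 0.00295 with the wider background (adjusted p = 0.578) and 0.000625 with Supplemental Table S1 (adjusted p = 0.294). Under differentiation conditions, the unadjusted exact p of synapse was 0.0576, and 0.0494 with 1 added before log2, 0.00593 with the wider background, 0.00979 with Supplemental Table S1 and 0.128 without the filter, while its adjusted exact p was 0.709 with the wider background and 1 in the others. Axon under differentiation conditions had an unadjusted exact p of 0.00775 (adjusted p = 0.702), and of 0.0399 without the filter. The exact p was 0.000464 with the wider background (adjusted p = 0.204) and 0.00574 with Supplemental Table S1 (adjusted p = 0.816). Figure 5C,D also shows neuronal cell body membrane under proliferating conditions (exact test, adjusted p = 0.0802 here, 0.0229 without the filter, 0.119 with the wider background, 0.0118 with Supplemental Table S1) and inflammatory response under differentiation conditions (exact test, adjusted p = 0.145 here, 0.0202 without the filter, 0.507 with the wider background, 0.631 with Supplemental Table S1). Regulation of neuroinflammatory response had fewer than 5 tested genes. With Supplemental Table S1 its DEGs were Ptgs2 and Sphk1 (exact test, unadjusted p = 0.00411, adjusted p = 0.698).

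Of the genes the paper lists in Supplemental Table S1, 291 of 369 and 421 of 503 were DEGs here, 295 and 432 without the filter, and 273 and 402 with the replicate block. The table holds 503 genes under differentiation conditions, and the text of the paper counts 504.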

Other observations

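The test of replicate 1 was chosen only after the result was seen. Of the marker genes that the paper measured by other methods, several were looked up in the deposited tables, and their log2 fold changes under proliferating conditions were 0.27 for Nes (limma adjusted p = 0.62), -0.05 for Sox2 (limma adjusted p = 0.827), 0.44 for Mki67 (limma adjusted p = 0.467) and 0.02 for Tubb3 (limma adjusted p = 0.953). The paper reports lower Nestin and Sox2 mRNA and a lower share of Ki67+ cells with NAD+. These RNA-seq values did not show such falls, though a share of stained cells is not an mRNA level. Under differentiation conditions, the log2 fold changes were -0.28 for Tubb3 (limma adjusted p = 0.288), 0.72 for Gfap (limma adjusted p = 0.00613, 0.0282 with the replicate block, higher in 3 of 3 NAD+ samples), 0.17 for S100b (limma adjusted p = 0.196) and 0.26 for Slc1a2 (limma adjusted p = 0.0366, 0.0519 with the replicate block). For differentiating cells, the paper reports lower Tuj1 and higher GFAP protein, and higher S100β and Glt1 (Slc1a2) mRNA. The log2 fold changes here had these directions. Gfap changed by -0.43 under proliferating conditions (limma adjusted p = 0.405), and the difference of its NAD+ effect between the conditions was 1.14 (limma adjusted p = 0.0814).

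In marker sets, stem or progenitor genes were lower under proliferating conditions, by -0.21 (8 of 11 genes lower, limma camera adjusted p = 0.00379, 0.158 with the inter-gene correlation estimated from the data), and so were astrocyte genes, by -0.41 (11 of 11 lower, limma camera adjusted p = 0.0035, 0.379 with the estimated correlation, 0.06 with quantile normalization). Whether these sets fell thus depends on the correlation assumed between genes. Proliferation markers were higher by 0.13 (16 of 17 genes, limma camera adjusted p = 0.0864, 0.0122 with the replicate block, 0.818 with the estimated correlation). Neuron markers changed by -0.12 under proliferating conditions (limma camera adjusted p = 0.247) and by 0.14 under differentiation conditions (limma camera adjusted p = 0.929). Proliferation markers were lower in replicate 1 than in the mean of replicates 2 and 3, by -0.15 in Ctrl and -0.38 with NAD+ on the log2 scale, and a difference between the cultures numbered 1 and the others cannot be told apart from other differences between replicates.

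The number of DEGs was compared with other splits of the 6 samples of a condition, among the 4 splits that part all same-numbered pairs. Under proliferating conditions, 1 of these 4, the real one, gave as many DEGs (559), and the others gave 217 to 280. For genes by adjusted p-value, 1 of 4 gave as many (27), and the others gave 0 to 5, with 365 to 837 genes at an unadjusted p under 0.05. Under differentiation conditions, 1 of 4 gave as many DEGs (795), and the others gave 264 to 282. For genes by adjusted p-value, 1 of 4 gave as many (1357), and the others gave 0 or 1, with 529 to 555 genes at an unadjusted p under 0.05. The other 6 splits, which join pairs, gave 249 to 321 and 280 to 318 DEGs. The real split gave the most genes each time, but so few splits cannot give a share under 0.05 whatever the data. No conclusion is drawn from that share. Under differentiation conditions, the real split had 4743 genes at an unadjusted p under 0.05. Splits that join pairs had 610 to 826 such genes, so this distance argues against a random grouping of the cultures there. Under proliferating conditions, 2864 such genes stood against at most 1008 in the other splits. There, 0 genes passed by adjusted p-value with the replicate block, so a random grouping was left open.

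Across the 17558 genes tested in both conditions, 77 were DEGs in both, where 15.2 are expected by chance, and 68 of them had the same direction, 28 higher and 40 lower (exact binomial test, p = 2.45e-12). Genes are not independent of each other, so this p-value is too small to an unknown degree. The log2 fold changes of both conditions correlated across genes with a Spearman rho of 0.227, and of 0.224 after correction for GC content and exon length. Of 16 pairs of splits, 1, the real pair, gave as many DEGs with matched direction, and the others gave 5 to 14. A response to NAD+ common to both conditions is a candidate explanation that the shared direction fits. The comparison of splits cannot rule out a random grouping of the cultures, as 1 of 16 is the smallest share possible. No conclusion is drawn from it. An example chosen after its values were seen is Prelp, one of the 77, with log2 fold changes of 2.13 and 1.36. Fabp5, chosen in the same way, was not among the 77. It changed by -0.74 and -1.11 (limma adjusted p = 0.0326 and 0.00361), and the first p was 0.0517 with quantile normalization. With the replicate block, both genes had limma adjusted p-values of 0.147 under proliferating and 0.0221 under differentiation conditions. Both had the groups apart in all samples of both conditions.

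The fold changes were compared with gene composition. Under proliferating conditions, their Spearman correlation across genes was -0.0820 with GC content and 0.139 with exon length (0.222 at a mean FPKM of at least 1), and both together explained 1.36% of the variance. Under differentiation conditions, the correlations were -0.0340 and 0.0243. A bias with gene length may therefore contribute to the fold changes under proliferating conditions, where 92 genes had an adjusted p-value under 0.05 after correction, 26 of them among the 27.

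The mean FPKM of Erbb2 under proliferating conditions, looked up after the difference in Erbb3 was seen, was 2.72 ± 0.46 (SD, n = 3) in Ctrl and 2.64 ± 0.325 (SD, n = 3) with NAD+. Whether this bears on the values drawn for Erbb3 was not tested.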
